# Epithelial Wnt secretion drives the progression of inflammation-induced colon carcinoma in murine model

**DOI:** 10.1016/j.isci.2021.103369

**Published:** 2021-10-28

**Authors:** Bahar Degirmenci, Cansu Dincer, Habibe Cansu Demirel, Linda Berkova, Andreas E. Moor, Abdullah Kahraman, George Hausmann, Michel Aguet, Nurcan Tuncbag, Tomas Valenta, Konrad Basler

**Keywords:** Molecular physiology, Immunology, Cell biology, Cancer, Omics

## Abstract

Colon cancer is initiated by stem cells that escape the strict control. This process is often driven through aberrant activation of Wnt signaling by mutations in components acting downstream of the receptor complex that unfetter tumor cells from the need for Wnts. Here we describe a class of colon cancer that does not depend on mutated core components of the Wnt pathway. Genetically blocking Wnt secretion from epithelial cells of such tumors results in apoptosis, reduced expression of colon cancer markers, followed by enhanced tumor differentiation. In contrast to the normal colonic epithelium, such tumor cells autosecrete Wnts to maintain their uncontrolled proliferative behavior. In humans, we determined certain cases of colon cancers in which the Wnt pathway is hyperactive, but not through mutations in its core components. Our findings illuminate the path in therapy to find further subtypes of Wnt-dependent colon cancer that might be responsive to Wnt secretion inhibitors.

## Highlights

• Acquired expression of epithelial Wnts can drive colon cancer in murine AOM/DSS model
• Blocking epithelial Wnt-secretion induces apoptosis of AOM/DSS cancer cells
• The loss of epithelial Wnts promotes differentiation of Wnt-dependent colon tumors
• Organoids derived from AOM/DSS cancer depend on self-autonomously secreted Wnts

## Introduction

The human colon epithelium harbors stem cells that are responsible for its homeostasis. Tumorigenesis arises when such intestinal epithelial stem (IES) cells escape the tight control by their niche. According to the accepted notion, a single cancer-initiating cell proliferates to form a clonal population by a stepwise process during which distinct mutations are acquired that lead to cancer (Curtius et al., 2018). Various studies in colorectal cancer (CRC) have demonstrated that mutations in the Wnt/β-catenin signaling pathway are the key driving force for the initiation and progression of CRC. More than 90% of the cases of sporadic colonic tumors harbor mutations in the core pathway components APC and/or β-catenin (CTNNB1) (Network CGA, 2012; Sanchez-Vega et al., 2018). The predominance of mutations downstream of the Wnt receptor complexes has been a major hurdle to developing therapeutics for CRC. Indeed, Porcupine (Porcn) inhibitors that have emerged as promising therapy in other cancers failed to demonstrate efficacy in CRCs, mostly due to the downstream position of the causal mutations (Liu et al., 2013). Porcn is an acyltransferase that palmitoylates the Wnt ligands and is required for their secretion (Zhai et al., 2004). Recently, a new class of CRCs responding to Porcn inhibitors was characterized; however, the response was confined to cases with mutated RSPO3 and RNF43/ZNRF3 genes (Koo et al., 2015; Madan et al., 2016). These findings serve as precedence and rationale to identify further subtypes of Wnt-dependent CRCs that might be responsive to such inhibitors.

## Results

To explore this notion, we utilized gene profiling to cluster tumors of patients according to concordant mutations in the Wnt/β-catenin signaling pathway and to define the expression of Wnt ligands. The analysis uncovered a surprising signature of tumors that express Wnt ligands and lack mutations in APC, β-catenin, and other transduction components. A similar signature was detected in a mouse model of chemically induced colon cancer (AOM-DSS): whereas no Wnt ligands are expressed in the healthy colon epithelium, such cancer cells expressed several Wnt genes but did not contain detectable mutations in Wnt/β-catenin pathway components. Using conditional abrogation of Wntless, a multitransmembrane protein required for Wnt secretion, a critical role could be ascribed to these Wnts.

To assess the potential role of Wnt ligands in CRC, we analyzed the data from patients who do not harbor mutations in one of following core components of the Wnt pathway: APC, CTNNB1, RNF43, ZNRF3, TCF7L2 (TCF4), FZD1, FZD3, DKK3, and LRP6. In this subset of patients the expression of the various Wnt ligands was robust (Figures S1A and S1B); some of them are not expressed by healthy colon, for example, Wnt7a and Wnt10a (Farin et al., 2012; Holcombe et al., 2002). Elevated Wnt expression is also observed in patients having mutations in core Wnt pathway components (Figure S1C). The role of acquired Wnt secretion in such type of colon cancer cells was already indicated (Voloshanenko et al., 2013). In contrast, the function of Wnts in colon tumors having intact core Wnt components remains unknown. These tumors may represent a broader spectrum with various contribution of inflammation to their induction and progression. In a further step we focused to probe the role of acquired Wnt secretion using well-defined and established murine model of inflammation-induced colon cancer (azoxymethane/dextran sulfate sodium [AOM/DSS]) having analogy also in human patients. As reported, despite roughly 5% of human CRCs being associated to chronic inflammation, AOM/DSS model is also relevant to many aspects to sporadic CRCs (Schmitt and Greten, 2021).

AOM and DSS-based treatment is widely used to model CRC in laboratory animals. Using a standard regime, we induced CRC in C57BL/6 mice (Figure 1A). To define the mutational landscape in the tumors, we performed exome sequencing in such tumors and in epithelial organoids derived from these tumors. In contrast to previous reports (Greten et al., 2004; Kohno et al., 2005; Tanaka et al., 2005), we could not detect any mutations in coding regions of core Wnt/β-catenin signaling pathway components, such as APC, Ctnnb1, Znfr3, Rnf43, and others (Figures S2, S3, and Data S1). It is possible that the different backgrounds of mice used account for the difference we observed (C57Bl6 versus FVB or CD-1). A similar background dependence of C57BL/6 animals for AOM-DSS-induced tumors was recently also reported by (Pan et al., 2017).

**Figure 1:**
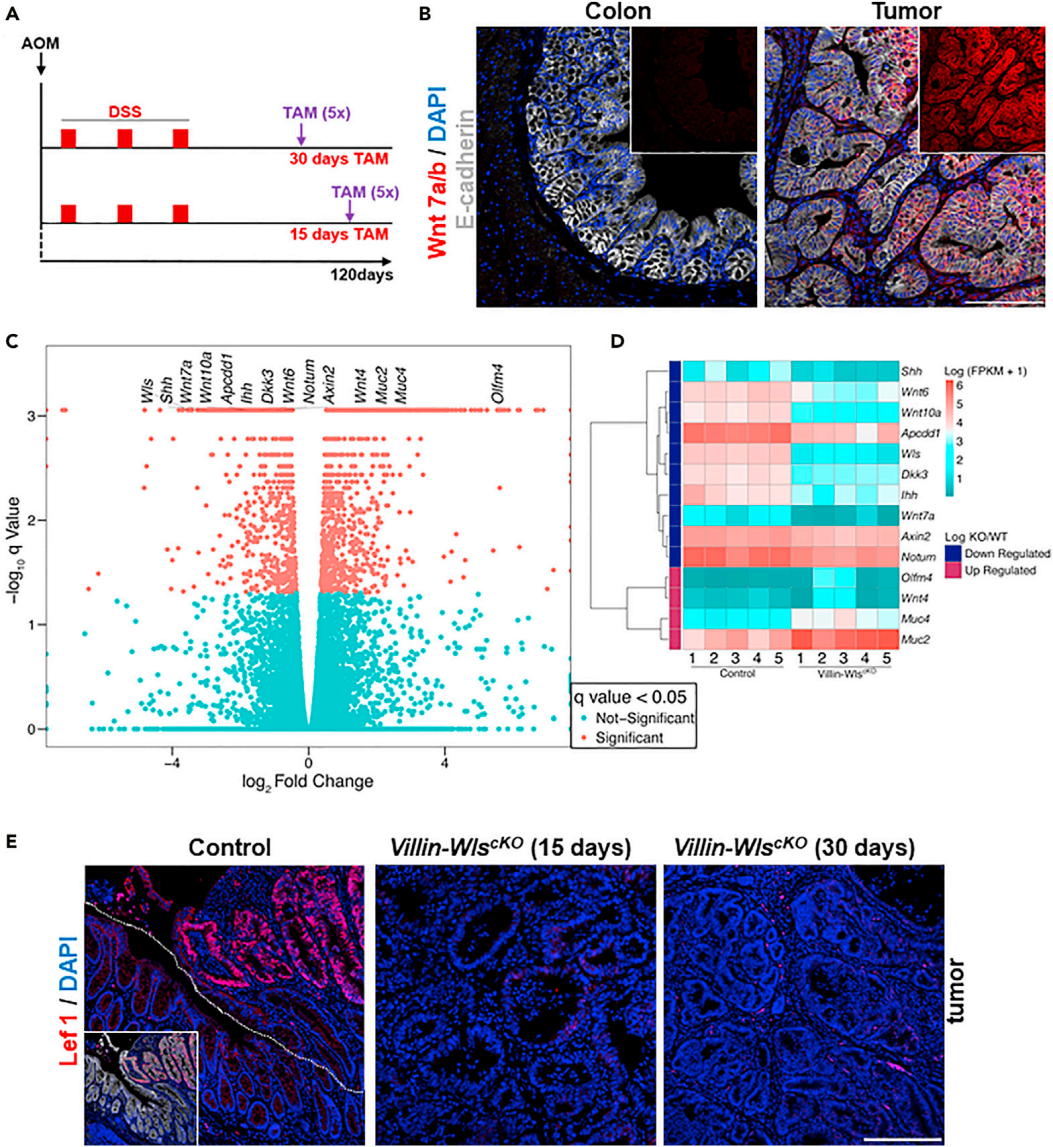
Progression of AOM/DSS colon cancer depends on Wnt ligands secreted from tumor epithelium (A) Scheme of AOM/DSS administration regimen with two strategies of tamoxifen application. Tamoxifen was injected five times in mice in which the tumors were already established. (B) In contrast to healthy colon epithelium, AOM/DSS tumor epithelium express Wnt7a/b. Immunohistochemistry for Wnt7a/b (red); E-cadherin (gray) marks epithelial cells, and DAPI (blue) denotes nuclei. Insets show Wnt7a/b staining (red). (C) Blocking epithelial Wnt secretion in already established AOM/DSS tumors reduced expression of Wnt targets (Apcdd1, Notum, Axin2); markers of differentiated cells (Muc2, Muc4) and negative regulators of colon cancer (Olfm4) were enhanced. Volcano plot showing summarized comparison of Villin-WlscKO (n = 5 tumors) versus control (n = 5 tumors) AOM/DSS tumors (expressing Wls). To block epithelial Wnt secretion, tamoxifen was injected 30 days before tumor collection. (D) Heatmap showing changes in the expression of the indicated genes 30 days after blocking epithelial Wnt secretion in already established AOM/DSS tumors. Five individual control and 5 Villin-WlscKO tumors are shown. Many regulators of Wnt pathway are simultaneously direct Wnt targets (Apcdd1, Dkk3, Axin2, Notum). Increased expressions of Muc2, Muc4, and Olfm4 suggest more differentiated nature of Villin-WlscKO tumors. Reduction of Shh and Ihh may accompany enhanced differentiation. (E) Expression of colon cancer marker and Wnt target Lef1 is strongly reduced after preventing Wnt secretion from tumor epithelium. Immunohistochemistry: Lef1 (red), DAPI (blue) indicates nuclei. Tumor in control (leftmost panel) is marked by dashed line. Inset in control shows overlap of Lef1 (red) with E-cadherin (gray) marking epithelial cells. No Lef1 is expressed by non-tumor colonic crypts. Time after first tamoxifen injection is indicated. Unless otherwise indicated, the tumors with intact Wnt secretion (no tamoxifen) serve as a control. Scale bars, 100 μm.

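RNA sequencing covered 5 control tumors and 5 Villin-WlscKO tumors of the AOM/DSS model, macrodissected from the colon. The mice had received AOM at 12.5 mg/kg followed by 3 cycles of 2% DSS, and the tumors were collected 120 days after AOM. In Villin-WlscKO mice, 5 injections of tamoxifen at 80 mg/kg began 30 days before collection. The legend of Figure 1 gives tumors without tamoxifen as the control unless otherwise indicated. The paper's text does not say how many mice the tumors came from, so n counts tumors. The authors mapped the reads to GRCm38 with TopHat and quantified them with Cufflinks and Cuffdiff, which gave 1 FPKM (fragments per kilobase of transcript and 1000000 mapped reads) per gene name and tumor. The table held 16875 gene names. Of these, 2419 shared all 10 values with another name, in 1012 sets, so that their reads cannot be assigned to a single gene. The FPKM summed to between 1265992 and 1533885 per control tumor, with a median of 1393597, and to between 1207683 and 1341494 per Villin-WlscKO tumor, with a median of 1308010. Read counts cannot be recovered from these values, so the sequencing depth is unknown. Starting from FPKM, the values were analysed as log2(FPKM + 1) with limma (linear models with a variance trend, two-sided, Benjamini-Hochberg adjustment) over the 16757 genes with a mean FPKM of at least 0.5. Changes are differences of mean log2(FPKM + 1), Villin-WlscKO minus control, with standard errors from limma. A two-sided exact permutation test over all 252 arrangements of the tumors was added for each of 39 named genes. It cannot give a p below 0.00794, which becomes 0.0135 after Benjamini-Hochberg adjustment over the 39 genes. Wls, the deleted gene, was lower in each of the 5 Villin-WlscKO tumors than in every control tumor. Genotype was not the only difference between the groups. Xist, on chromosome X from 103460366 to 103483254, which is transcribed from the inactive X chromosome of female cells, was between 439 and 701 FPKM in Villin-WlscKO tumors and between 0.0366 and 0.420 FPKM in control tumors. The Y-chromosome gene Eif2s3y was between 30.4 and 46.6 FPKM in control tumors and at most 0.138 FPKM in Villin-WlscKO tumors. Comparisons of the 2 genotypes in these 10 tumors are therefore also comparisons of female with male tissue, and of mice with and without tamoxifen.

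**Figure D1:**
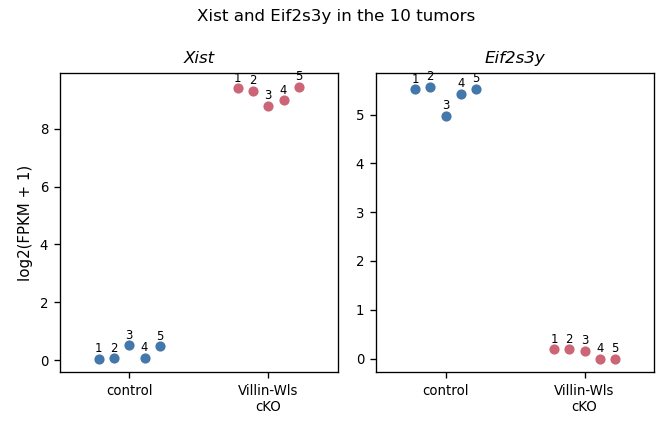
Expression of Xist and Eif2s3y as log2(FPKM + 1) in each of the 5 control and 5 Villin-WlscKO tumors, numbered by replicate. The groups do not overlap for either gene, with Xist high in Villin-WlscKO tumors and Eif2s3y high in control tumors.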

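Between Villin-WlscKO and control tumors, 1822 of the 16757 genes differed at an adjusted p under 0.05 in limma, 1026 higher and 796 lower in Villin-WlscKO tumors. For 1690 genes (10.1%) the 5 values of one group all lay above the 5 values of the other, where chance gives 0.794%, and 1381 of these were among the 1822. The division into higher and lower depended on the scaling. With each tumor rescaled to the same FPKM sum, 1797 genes passed, of which 1385 were higher and 412 lower, and with quantile normalization 2020 passed, of which 894 were higher and 1126 lower. The genes with the largest rise among those that passed without overlap between the groups were Xist, whose values the names Gm27927 and Gm27733 share (log2 change 8.95, standard error 0.15), Gm13394 (6.77, standard error 0.13) and Ido1 (5.72, standard error 0.40). Ido1, which encodes an enzyme of tryptophan breakdown, rose from 2.38 ± 2.21 FPKM (SD, n = 5 tumors) to 168 ± 67.5 FPKM (SD, n = 5). The largest falls were those of Eif2s3y (log2 change -5.30), Cadps (-4.21), Wls, the Y-chromosome gene Uty (-3.39) and Sox17 (-3.23, standard error 0.33). Sox17 fell from 65.7 ± 35.9 FPKM (SD, n = 5) to 5.62 ± 1.83 FPKM (SD, n = 5). Of the genes past the threshold, 43 lie on the X chromosome and 5 on the Y chromosome.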

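Olfm4, on chromosome 14 from 79984081 to 80023139 of GRCm38 (GENCODE M21), was at 0.127 ± 0.0686 FPKM (SD, n = 5 tumors) in control tumors and at 5.89 ± 7.81 FPKM (SD, n = 5) in Villin-WlscKO tumors. The Villin-WlscKO mean came from tumors 2 and 3, with 15.3 and 13.6 FPKM, whereas the other 3 lay between 0.148 and 0.316 FPKM. The log2 change was 1.57 with a standard error of 0.79, and it did not pass the threshold (limma adjusted p = 0.248; exact permutation test, p = 0.0714). In the fits without each tumor in turn the change stayed above 0, but fell to 1.00 without Villin-WlscKO tumor 2 and to 1.04 without tumor 3. The same pair of tumors carried Krt5, a keratin of stratified squamous epithelium chosen after its values were seen, at 469.5 and 669 FPKM, and the other 8 tumors carried at most 0.315 FPKM.

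**Figure D2:**
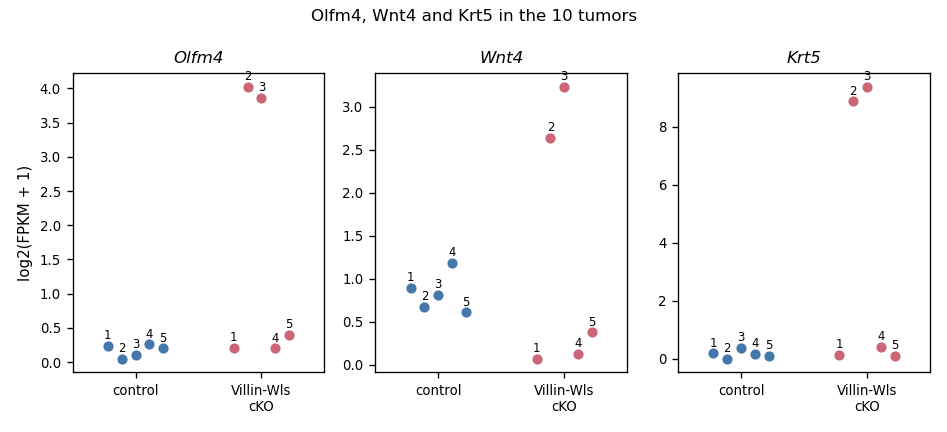
Expression of Olfm4, Wnt4 and Krt5 as log2(FPKM + 1) in each of the 5 control and 5 Villin-WlscKO tumors, numbered by replicate. Villin-WlscKO tumors 2 and 3 lie above the other 8 tumors for all 3 genes.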

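Ihh, on chromosome 1 from 74945315 to 74951672, fell from 63.2 ± 30.5 FPKM (SD, n = 5 tumors) in control tumors to 20.9 ± 7.29 FPKM (SD, n = 5) in Villin-WlscKO tumors, a log2 change of -1.51 (standard error 0.31, limma adjusted p = 0.0116). Every Villin-WlscKO tumor was below every control tumor. In the 10 fits that each left out one tumor, the change lay between -1.66 and -1.27. A list of Hedgehog target genes was also tested, of which 4 of 9 had a mean FPKM of at least 0.5. All 4 were lower in Villin-WlscKO tumors, with a median log2 change of -0.58, and 1 passed the threshold over all genes and 2 adjusted over the list alone. As a set, the list was at an adjusted p of 0.042 in limma's camera test with a preset correlation of 0.01, and it was past 0.05 in 13 of 22 alternative settings.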

To understand how tumor formation might have occurred in our animals, we analyzed the transcriptomes of the tumors by RNA sequencing. 

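Of 19 mouse Wnt genes, 11 were present in the table. No gene of the table had a maximum below 0.692 FPKM or a mean over the 10 tumors below 0.287 FPKM. Weakly expressed genes were therefore already left out, and a limit of 0.1 was easily passed by the genes that remained. The levels of the Wnt genes absent from the table are unknown. In the 5 control tumors, all 11 exceeded an FPKM of 0.1 in every tumor, and 6 exceeded an FPKM of 1 in every tumor. Wnt6, on chromosome 1 from 74771892 to 74785322, had the highest mean, 67.2 ± 11.2 FPKM (SD, n = 5 tumors). Wnt10a, on chromosome 1 from 74791516 to 74804179, was next with 50.3 ± 8.80 FPKM (SD, n = 5). Wnt7a, on chromosome 6 from 91363981 to 91411363, was at 3.69 ± 1.25 FPKM (SD, n = 5), and Wnt4, on chromosome 4 from 137277489 to 137299726, at 0.800 ± 0.297 FPKM (SD, n = 5), with 1 of the 5 control tumors above an FPKM of 1. Wnt5a, at 9.52 ± 4.11 FPKM (SD, n = 5), and Wnt5b, at 4.57 ± 1.01 FPKM (SD, n = 5), were both above Wnt7a. Rescaling each tumor to an FPKM sum of 1000000 lowered the mean of Wnt6 to 49.2 and that of Wnt10a to 37.0, by more than their SD, as also happened for Wnt5b, and left all 11 genes above 0.1. Healthy colon was not analysed here.

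**Figure D3:**
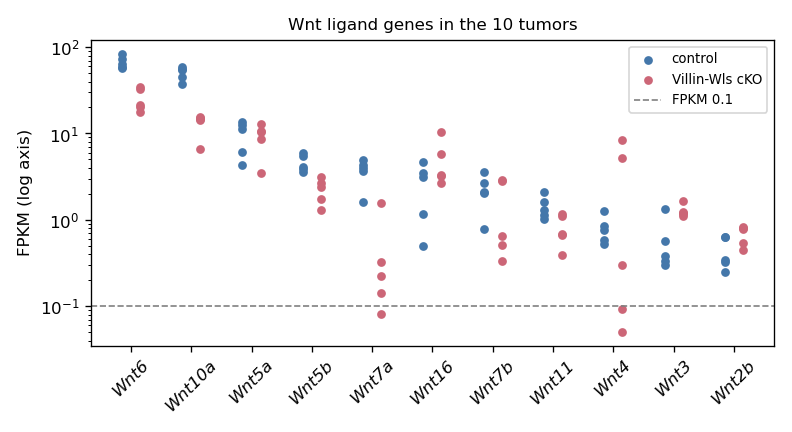
FPKM of the 11 Wnt genes on a log axis, with 1 point per tumor for the 5 control and 5 Villin-WlscKO tumors and a dashed line at an FPKM of 0.1. Every control tumor lies above the line for each gene, and Wnt6 and Wnt10a lie highest.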

We found substantial expression of *Wnt4, Wnt6, Wnt7a,* and *Wnt10a* genes in the tumors (Figures 1C and 1D, Data S2). Those Wnts are not expressed by healthy colon epithelium. Moreover, Wnt6, Wnt7a, and Wnt10a are absent in the colon completely (Farin et al., 2012). Particularly intriguing were the levels and expression patterns of Wnt7a/b (Figures 1B and S4), which is clearly expressed by the tumor epithelium and organoids, but not in the healthy epithelium (Figures 1B and S4). Expression of *Wnt7a/b* is maintained in organoids derived from AOM/DSS tumors (Figure S4); such organoids no longer depend on medium containing exogenously added Wnts, whereas healthy colonic organoids depend (Figure 3A).

To explore the functional relevance of Wnt expression in the tumors, we used the Cre/*loxP* system to delete *Wntless (Wls)*, which is essential for the proper secretion of Wnts (Bänziger et al., 2006). We first blocked Wnt secretion in the intestinal epithelium using the inducible *Villin-Cre*^*ERT2*^ driver combined with the conditional *Wls* allele (*Wls*^*flox*^). Preventing Wnt secretion from the intestinal epithelium does not affect intestinal homeostasis or survival of these animals (Degirmenci et al., 2018a, 2018b; Valenta et al., 2016). However, first elimination of Wnt secretion from epithelium followed later by AOM/DSS administration in mice led to loss of vital condition. These animals had to be sacrificed. Presumably therefore, epithelial Wnt ligands are important for the recovery from AOM/DSS administrations.

However, we could use *Villin-Cre*^*ERT2*^ to induce recombination of *Wls*^*flox*^ in already established AOM/DSS tumors (Figure 1A), because the *Villin-Cre*^*ERT2*^ driver is active also in tumor cells. 

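Wls, on chromosome 3 from 159839672 to 159938664, was measured at 72.9 ± 7.06 FPKM (SD, n = 5 tumors) in control tumors and at 6.37 ± 4.89 FPKM (SD, n = 5) in Villin-WlscKO tumors 30 days after tamoxifen. The log2 change was -3.59 with a standard error of 0.39 (limma adjusted p = 0.000337; exact permutation test, p = 0.00794). The remaining level differed among the Villin-WlscKO tumors. Tumors 2 and 3 kept 11.6 and 11.7 FPKM, and the other 3 kept between 2.03 and 3.61 FPKM. The lowest control tumor was at 61.3 FPKM. Of the alternatives, the log2 ratio of the median FPKM moved the value most, to -4.37. The samples were whole tumor pieces, so the remaining transcripts of Wls cannot be assigned to a cell type.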

We applied tamoxifen to induce Wls-loss and analyzed the tumors at two distinct time points, 15 days and 30 days, before the tumor collection. Consistent with a loss of Wnt signaling, abrogation of Wnt secretion notably diminished the expression of Lef1, a key CRC marker (Porfiri et al., 1997; Hrckulak et al., 2016; Han et al., 2017) (Figures 1E and S5). Control tumors (expressing Wls) showed strong Lef1 expression in the tumorigenic area and no expression in the healthy part containing normal colon crypts. At both time points Lef1 expression was reduced or absent in *Villin-Wls*^*cKO*^ tumors (Figure 1E). The expression levels of other Wnt target genes *Axin2*, *Notum*, *Apcdd1,* and *Dkk3* (Moor et al., 2015) were also reduced (Figures 1C and 1D). 

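All 4 genes were lower in each Villin-WlscKO tumor than in every control tumor. Axin2, on chromosome 11 from 108920349 to 108950783, fell from 158 ± 14.9 FPKM (SD, n = 5 tumors) to 96.5 ± 10.9 FPKM (SD, n = 5), a log2 change of -0.71 (standard error 0.095, limma adjusted p = 0.00121). Notum, on chromosome 11 from 120653788 to 120661175, went from 373 ± 61.2 to 194 ± 20.5 FPKM (SD, n = 5 in each group), a change of -0.93 (standard error 0.12, limma adjusted p = 0.00109); the locus of the authors' assembly overlaps 1 other protein-coding gene. Apcdd1, on chromosome 18 from 62922231 to 62961179, showed the largest change of the 4, from 319 ± 39.0 to 90.2 ± 33.6 FPKM (SD, n = 5 in each group), or -1.92 on the log2 scale (standard error 0.29, limma adjusted p = 0.00269). Its lowest value, 34.2 FPKM, was in Villin-WlscKO tumor 4. Dkk3, on chromosome 7 from 112116017 to 112159057, had the smallest spread, with 50.4 ± 6.08 FPKM in control tumors and 18.1 ± 1.39 FPKM in Villin-WlscKO tumors (SD, n = 5 in each group) and a change of -1.42 (standard error 0.093, limma adjusted p = 1.14e-05). All 4 stayed past the threshold in each of the 20 alternatives that give an adjusted p; the widest range was that of Apcdd1, from -2.06 to -1.60. In a list of 21 Wnt target genes that includes these 4, 15 were lower and 6 higher, with a median log2 change of -0.47. Over all genes tested, 7 were lower past the threshold. Adjusted over the list alone 11 were lower and 1 higher. The paper names 7 of the 21 genes, some of which it reports as reduced in these tumors. Neither these counts nor the tests of the whole list are therefore independent evidence. Limma's camera test gave an adjusted p of 2.72e-05 for the list, fry gave 0.00141, and camera with a correlation estimated from the data gave 0.301. The paper names these genes as targets of Wnt signaling and states that their expression was reduced after Wnt secretion was blocked.

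**Figure D4:**
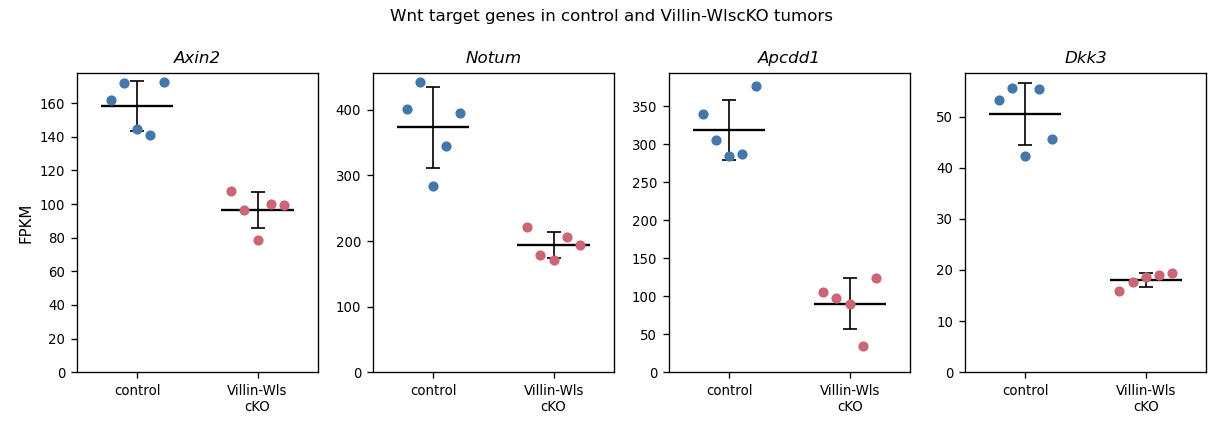
FPKM of Axin2, Notum, Apcdd1 and Dkk3, with 1 point per tumor, the mean as a horizontal line and the SD as error bars (5 control and 5 Villin-WlscKO tumors). For each gene the 5 Villin-WlscKO tumors lie below the 5 control tumors.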

Surprisingly, the levels of *Shh*, a putative positive regulator of Wnt signaling and the factor essential for the survival of cancer stem cells (Regan et al., 2017), declined (Figures 1C and 1D).

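Shh, on chromosome 5 from 28456815 to 28467256, was at 11.3 ± 11.6 FPKM (SD, n = 5 tumors) in control tumors and at 1.23 ± 0.615 FPKM (SD, n = 5) in Villin-WlscKO tumors. The control tumors were uneven, with 25.5 and 22.4 FPKM in tumors 2 and 5 and between 1.61 and 4.54 FPKM in the other 3. Of the Villin-WlscKO tumors, 4 lay below every control tumor. The log2 change of -1.88 (standard error 0.62) had a limma adjusted p of 0.0842, which did not pass the threshold, and an exact permutation p of 0.0159, or 0.0248 adjusted over the 39 named genes. It passed in limma with tumor quality weights and without control tumor 3, and not in the other 18 alternatives; its adjusted p ranged from 0.0325 to 0.163. In the authors' Data S2 the Shh locus spans 477181 bases, far beyond the gene, so reads from outside Shh cannot be excluded from its FPKM.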

To acquire further insight, we examined the cellular responses triggered by the loss of epithelial Wnt secretion. Monitoring activated Caspase 3 revealed an extensive tumor cell death 15 days after Wls depletion, whereas at 30 days the number of dying cells returned to level as determined in control with intact epithelial Wnt secretion (Figures 2A, 2B, and S6A). Enhanced apoptosis 15 days after tamoxifen administration was confirmed by TUNEL assay (Figure S6A). Apparently, inactivation of Wnt/β-catenin signaling as a consequence of restricted epithelial Wnt secretion is triggering the elimination of tumor cells. As the size of Villin-Wls^cKO^ tumors did not noticeably differ from control tumors, it is likely that a re-population of the tumor with different cell types occurs. RNA sequencing analysis indicated that *Mucin2 (Muc2)* and *Mucin4 (Muc4)*, markers of terminally differentiated goblet cells, are elevated in Villin-Wls^cKO^ tumors after 30 days. This suggests that tumor cells with abrogated epithelial Wnt secretion are in a more differentiated state. 

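Muc2, on chromosome 7 from 141690340 to 141754693, rose from 109 ± 53.0 FPKM (SD, n = 5 tumors) in control tumors to 441 ± 124 FPKM (SD, n = 5) in Villin-WlscKO tumors, a log2 change of 2.10 (standard error 0.36, limma adjusted p = 0.0047). Data S2 divides Muc2 into 4 loci, and the FPKM used here equals that of the locus from 141744612 to 141754693, at the end of the gene. Muc4, on chromosome 16 from 32735886 to 32782391, rose from 5.84 ± 2.52 to 33.6 ± 7.73 FPKM (SD, n = 5 in each group), a change of 2.39 (standard error 0.26, limma adjusted p = 0.000292). The Muc4 locus overlaps the protein-coding gene Muc20 on the opposite strand. Both mucins were higher in every Villin-WlscKO tumor than in every control tumor, and the change lay between 1.86 and 2.29 for Muc2 and between 2.21 and 2.56 for Muc4 when each tumor was left out in turn. In a list of 14 goblet cell genes that includes Muc2, 13 were higher in Villin-WlscKO tumors, with a median log2 change of 1.16; 7 passed the threshold over all genes and 12 adjusted over the list alone. Of 16 colonocyte genes tested, 15 were higher, with a median of 0.84, and 6 were higher past the threshold over all genes. Adjusted over the list alone, 7 were higher and 1 lower. Camera gave adjusted p of 2.71e-06 for goblet cell genes and 9.96e-05 for colonocyte genes. Both lists also passed with fry and neither passed with an estimated correlation, where the adjusted p were 0.312 and 0.301. From the rise of Muc2 and Muc4, the paper proposes that tumor cells with abrogated epithelial Wnt secretion are in a more differentiated state.

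**Figure D5:**
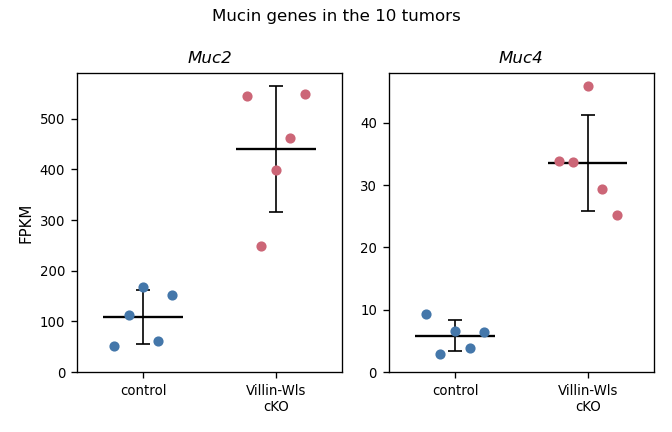
FPKM of Muc2 and Muc4, with 1 point per tumor, the mean as a horizontal line and the SD as error bars (5 control and 5 Villin-WlscKO tumors). For both genes the 5 Villin-WlscKO tumors lie above the 5 control tumors.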

Notably, Muc2-positive goblet cells are present in the Villin-Wls^cKO^ tumors, whereas we rarely saw goblet cells in control tumors (Figures 2A and S6B). Enhanced differentiation marked by Muc2-positive cells followed the apoptotic peak, but in contrast to cellular death, it persisted also after 30 days when it seemed to be most consistent and apparent (Figure 2B). In humans, high expression of MUC2 in colon cancer is attributed to better prognosis and less severe tumors (Betge et al., 2016; Krishn et al., 2016). Moreover, these cells showed extensive proliferation as monitored by Ki67 and PCNA (Figures 2A, 2B, and S6C). The proliferation within Villin-Wls^cKO^ tumors reached its maximum after 30 days, similar to enhanced differentiation. 

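Wnt7a fell to 0.465 ± 0.615 FPKM (SD, n = 5 tumors) in Villin-WlscKO tumors, a log2 change of -1.71 (standard error 0.28, limma adjusted p = 0.00388). Each of the 5 was below every control tumor, and the highest of them was tumor 4 with 1.55 FPKM. Wnt7b, on chromosome 15 from 85535437 to 85582473, went from 2.22 ± 1.00 FPKM (SD, n = 5) in control tumors to 1.44 ± 1.30 FPKM (SD, n = 5), a change of -0.50 (standard error 0.36) that did not pass the threshold (limma adjusted p = 0.434; exact permutation test, p = 0.27) and was -0.32 without Villin-WlscKO tumor 5. Wnt7b was at 2.92 and 2.79 FPKM in Villin-WlscKO tumors 2 and 3, the pair with squamous keratin, and between 0.335 and 0.642 FPKM in the other 3, which were below every control tumor. Wnt6 fell to 25.3 ± 7.66 FPKM (SD, n = 5), a change of -1.41 (standard error 0.19, limma adjusted p = 0.0013), and Wnt10a to 13.2 ± 3.69 FPKM (SD, n = 5), a change of -1.88 (standard error 0.22, limma adjusted p = 0.000473). Both were lower in every Villin-WlscKO tumor than in every control tumor. Wnt4 went in both directions: it was at 5.22 and 8.40 FPKM in Villin-WlscKO tumors 2 and 3, above every control tumor, and at 0.0506, 0.0920 and 0.299 FPKM in tumors 1, 4 and 5, below every control tumor. Its change of 0.46 (standard error 0.61) had a limma adjusted p of 0.698, rose to 0.76 without Villin-WlscKO tumor 1 and fell to -0.030 without Villin-WlscKO tumor 3. Of the other Wnt genes, Wnt5b was lower past the threshold (-0.79, limma adjusted p = 0.0195), and Wnt2b, Wnt3, Wnt5a, Wnt11 and Wnt16 did not pass it. Across the 11 Wnt genes, 7 were lower and 4 higher in Villin-WlscKO tumors, with 4 lower past the threshold; of the 7, the Wnt5a change turned to 0.069 when each tumor was rescaled to the same FPKM sum.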

Expression of epithelial Wnts, such as Wnt7a/b, is also strongly reduced or lost suggesting that upon loss of Wnt secretion the repopulation of the tumor occurs via alternate cell types (Figures 1C, 1D, and S6D). Together, we interpret these results to indicate that preventing Wnt secretion in the tumor epithelium triggers apoptosis, which in turn allows the re-population of the tumor tissue by more differentiated cells, such as goblet cells or their precursors. The re-population, preceded by apoptosis of tumor cells, is probably allowed by enhanced proliferation connected with increased differentiation.

**Figure 2:**
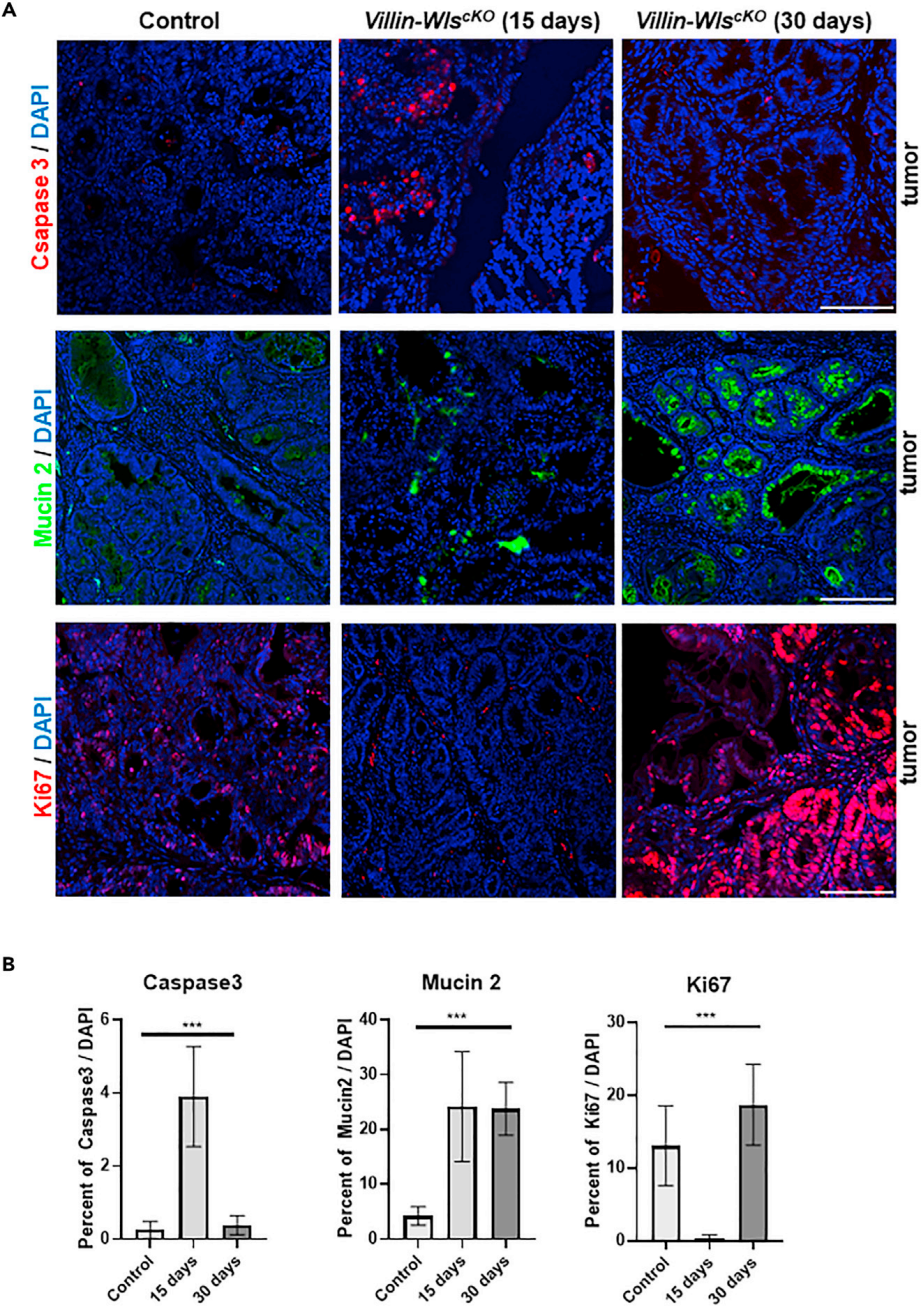
Blocking epithelial Wnt secretion induces apoptosis of AOM/DSS tumor cells and promotes their differentiation (A) Enhanced apoptosis 15 days after blocking the epithelial Wnt secretion (Villin-WlscKO) marked by active/cleaved Caspase3 staining (red, upper panels) is followed by the appearance of more differentiated cells expressing Mucin2 (green, middle panels). In contrast to control AOM/DSS tumor, tumors with 30 days abrogated epithelial Wnt secretion contain an increased number of proliferating cells positive for Ki67 (red, lower panels). Immunohistochemistry (as indicated), DAPI (blue, in all panels) stains nuclei. Scale bars, 100 μm. (B) Quantifications of indicated immunostainings determined as % of positive cells (specific signal to DAPI ratio). One-way ANOVA, graphs show mean ± SD, ∗∗∗p ≤ 0.001.

The critical role of Wnt expression for the progression of AOM/DSS-induced tumors prompted us to test their role in epithelial organoids derived from these tumors. In a healthy duodenum, Paneth cells provide Wnt ligands for IES cells and therefore organoids from the small intestine do not require exogenous Wnt ligands in their growth medium, whereas colonic organoids can only be maintained by providing external Wnts (Figure 3A). Healthy colonic epithelia do not express any Wnts (Farin et al., 2012). Organoids obtained from AOM/DSS-induced colonic tumors, however, do not require external Wnt ligands because they secrete their own Wnts to promote their growth (Figure 3A). These organoids fully depend on autocrine Wnt secretion, because they die upon addition of 4-OHT, which eliminates *Wls*. Survival and growth were rescued when these *Wls* mutant organoids were supplied with external recombinant Wnt3a ligand (Figure 3B). Hence, endogenously expressed Wnt ligands are responsible for the growth of the colonic AOM/DSS-induced tumors.

**Figure 3:**
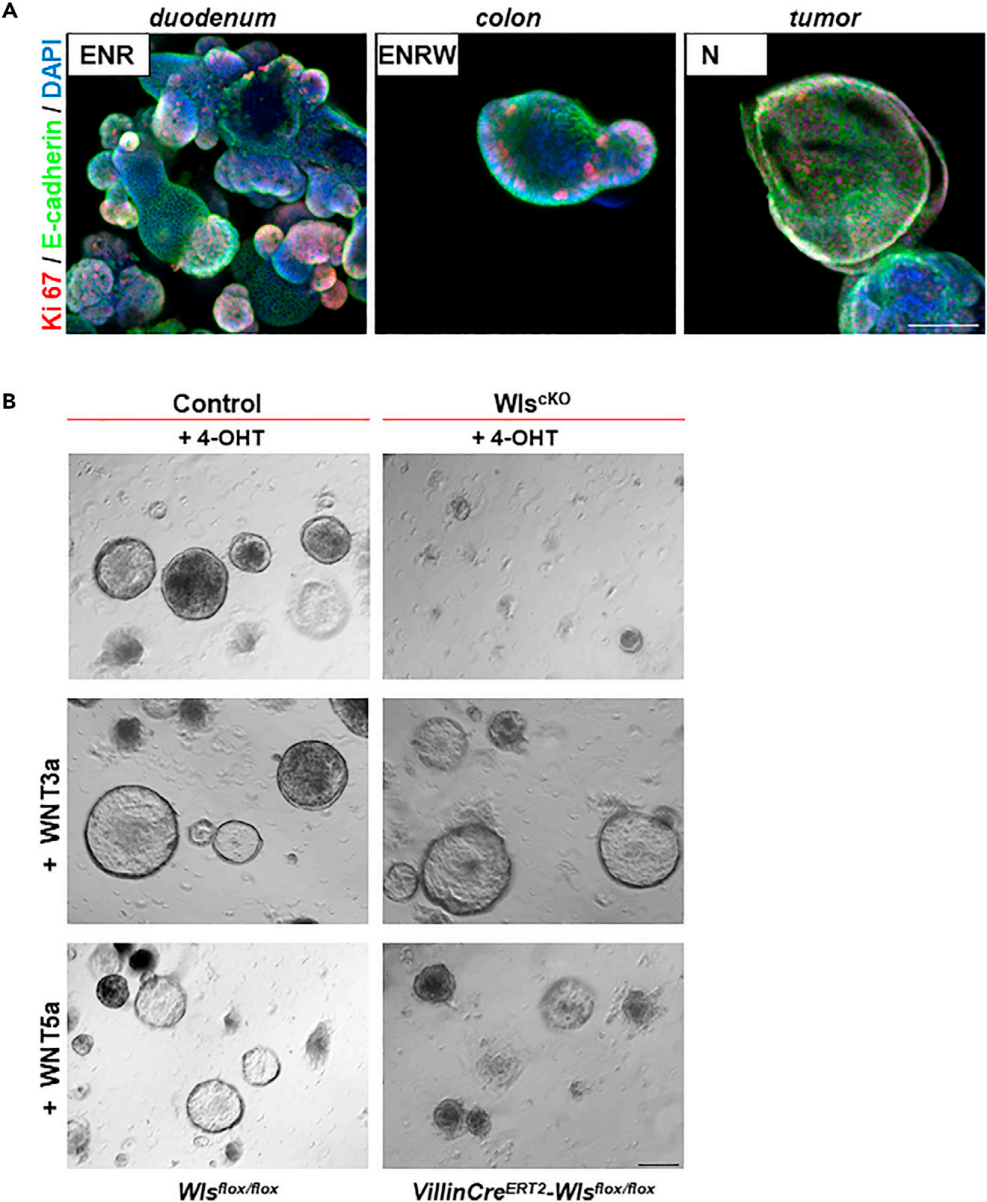
Epithelial Wnts uncouple AOM/DSS tumor cells from mesenchymal stem cell niche and drive/allow tumor growth (A) External activation of Wnt signaling pathway is required for the growth of intestinal organoids. Small intestinal organoids (left panel) depend on addition of RSpondin to the cultivation medium; colonic organoids need external Wnts and RSpondin. In contrast, organoids derived from 3-month-old AOM/DSS tumor cells are able to self-renew in the absence of any external Wnt activators. Organoids were kept in the culture for minimally one month in medium containing supplements as indicated (ENR = EGF, Nogin, RSpondin1; ENRW = ENR + WNT3a, N= Noggin only). Immunohistochemistry showing organoids 2 days after passaging, Ki67 (red) marks proliferating cells; E-cadherin stains cell shapes, and DAPI stains nuclei. (B) AOM/DSS tumor organoids die after the blocking of epithelial Wnt secretion. VillinCreERT2-Wlsflox/flox (WlscKO) or Wlsflox/flox (Control) organoids were treated with 4-OHT to block the expression of Wls and thus Wnt secretion. Addition of 100 ng/mL recombinant WNT3a can rescue the growth of WlscKO organoids. External WNT5a (100 ng/mL) can prolong survival of WlscKO tumor organoids. Shown organoids are 12 days after first administration of 4-OHT (second passage). Scale bar, 50 μm.

## Discussion

Recent studies have put increasing emphasis on the importance of the niche in regulating the behavior of tumor cells, especially regarding the cues that skew the balance between growth and differentiation. First indications that the niche has such a regulatory role were the enhanced expression of Wnt ligands in CRC (Degirmenci et al., 2018a, 2018b; Vider et al., 1996).

The significance of Wnt-producing niche for the progression of colon cancer was also confirmed recently (Mosa et al., 2020). Importantly, inflammation-induced cancer represents a specific subtype of human colon cancer where the alteration of the stem cell niche represents one of the key tumor initiation cues (Guinney et al., 2015; Robles et al., 2016). For example, an increase of Wnt-producing CD34^+^ cells forming the stem cell niche has been proposed to promote inflammation-induced cancer (Koliaraki et al., 2017; Koch, 2017; Stzepourginski et al., 2017). The formation of a cancer stem cell Wnt niche may permit tumor cells to hyperproliferate and to escape from the tight control of the normal stem cell niche. This transient situation may later be fixed by acquiring tumor-autonomous Wnt expression, providing niche independency to the tumor in situations when the inflammation conditions change or disappear.

It has been reported that certain colon cancer cells are still responsive to Wnt ligands despite the presence of pathway-activating mutations in APC or β-catenin (Voloshanenko et al., 2013). Later, distinct types of tumors were discovered, which also exhibit a dependency on Wnt ligands. They harbor mutations in RNF43/ZNRF3 or R-spondins 2/3 translocations (Degirmenci et al., 2018a, 2018b; Giannakis et al., 2014). These mutations occur in a mutually exclusive manner to mutations in APC or β-catenin. Colorectal tumors with mutated RNF43/ZNRF3 or R-spondins 2/3 are sensitive to abrogation of Wnt secretion (Degirmenci et al., 2018a, 2018b; Koo et al., 2012; Madan et al., 2016; Storm et al., 2016).

Here we report the existence of a novel set of Wnt-addicted tumors. In contrast to the cases mentioned earlier, these tumors do not harbor mutations in core components of the Wnt signaling pathway, neither downstream of receptor complex (as *APC*, *Ctnnb1*, *Axin1/2* or *Tcf7l2*/*Tcf4*) nor in the Wnt-enhancing *R-spondin*/*RNF43*/*ZNRF3* branch. Importantly, these tumors fully depend on hyperactivated Wnt signaling triggered by autosecreted Wnt ligands. A connection of tumors with colon inflammation is supported by the fact that the mutational landscape of inflammation-induced colon cancer differs from the majority of sporadic colon tumors, which typically harbor mutations in *APC* or *Ctnnb1* (Guinney et al., 2015; Network CGA, 2012; Robles et al., 2016; Sanchez-Vega et al., 2018). The dependency on hyperactivated Wnt signaling seems to be the characteristic feature of various epithelial tumors independent of the cause of this hyperactivation (Steinhart et al., 2017; Tammela et al., 2017; Zimmerli et al., 2018). One way to achieve Wnt hyperactivation is aberrant Wnt secretion, as described here. On the other hand, the key role of acquired epithelial Wnt secretion in human inflammation-induced CRC should be further validated.

Intriguingly, also in humans there are CRC cases that do not harbor obvious mutations in Wnt transduction components. We analyzed data from such patients that lack mutations in the following core components: APC, CTNNB1, RNF43, ZNRF3, TCF7L2 (TCF4), FZD1, FZD3, DKK3, and LRP6. These CRCs exhibit robust expression of various Wnt ligands (Figures 1A and 1B), raising the possibility that our findings in the mouse have a clinical counterpart in humans, independent of the way how CRC was initiated.

In summary, we learned that Wnt ligands are involved in governing the initiation and growth of colonic tumors that do not harbor common mutations in components of the Wnt/β-catenin signaling pathway. When Wnt ligand secretion is prevented in such tumors, Lef1 cells start to die and are eliminated from the tumor. Interestingly, the tumor is then re-populated by more differentiated cells, raising the possibility that blocking Wnt secretion may be a promising therapy in such type of colon tumors. Despite clear evidence pointing to the activity of acquired epithelial Wnts in progression of inflammation-induced colon cancer model, the mechanism triggering epithelial Wnt secretion remains unknown and was not a major focus of this study. The broad spectrum of possibilities responsible for this phenomenon from mutational activation of some signaling pathways or transcription factors to epigenetic changes in Wnt regulatory regions may be a focus of subsequent studies.

### Limitations of the study

Murine colon cancer experiments were performed on C57BL/6 background. As mentioned in the result section, tumors and tumor organoids based on other genetic background may harbor different mutations, including cancer-driving mutations. Despite the clear impact of acquired epithelial Wnt secretion on the progression of AOM/DSS tumors the mechanism of how epithelial Wnt secretion is achieved needs to be determined.

The analysis of human CRC data just suggests the existence of colon cancer types lacking the mutations in core Wnt signaling components that depend on Wnt ligands. However, the analysis does not allow to distinguish epithelial and non-epithelial Wnts and the type/class of colon cancer (e.g., if tumors were inflammation induced).

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

E-cadherin	BD Transduction Laboratories	Mouse monoclonal, Cat#610182 RRID: AB_397581
Ki67	Abcam	Rabbit polyclonal, Cat# ab15580, RRID:AB_443209
Muc2 (Mucin2)	Santa Cruz	Rabbit polyclonal, H-300, Cat# sc-15334, RRID:AB_2146667
Wnt7b	Novus biologicals	Rabbit polyclonal, Cat# NBP1-59564, RRID:AB_11005472
Cleaved caspase 3 (Asp175)	Cell Signaling	Rabbit, Cat#9661S, RRID:AB_2341188
Lef1	Cell Signaling	Rabbit monoclonal (C12A5), Cat#2230S, RRID:AB_823558
PCNA	Abcam	Rabbit polyclonal, Cat# ab18197, RRID:AB_444313
Alexa Fluor 594 goat anti-rabbit	Thermofisher	Cat # A-11012
Alexa Fluor 647 goat anti-mouse	Thermofisher	Cat# A-21235

**Chemicals, peptides, and recombinant proteins**		

Gentle cell dissociation reagent	Stemcell Technologies	07174
Advanced DMEM/F12 (1X)	Gibco	12634–010
Collagenase D	Sigma (Roche)	11088866001
Dispase	Gibco	17105-041
Heat Inactivated FBS	Gibco	10500-064
TrypLE Express	Gibco	12604-013
Tween 20	Sigma	P1379-250ML
Bovine Serum Albumin raction V	Sigma	10735086001
Paraformaldehyde solution 4% in PBS	ChemCruz	sc-281692
FluorSave reagent	Millipore	345789-20ML
PBS, pH 7.4 (1X)	Gibco	10010-015
DAPI Solution (1 mg/mL)	ThermoFisher	62248
Matrigel for organoid culture	Corning	FAL356255
Glutamax	ThermoFischer	35050-061
HEPES (1M)	ThermoFischer	15630-056
Pen/strep	ThermoFischer	15140-122
N-acetylcystein	Sigma	A9165-5g
B27 (50×)	ThermoFischer	17504-044
N2 (100×)	ThermoFischer	17502-048
EGF (mouse, recombinant)	ThermoFischer	PMG8041
Noggin (mouse, recombinat)	Sigma	SRP3227-20ug
mRspondin1 (murine, recombinant)	Peprotech	315-32
L-Wnt3a cells	ATCC	CRL-2647

**Critical commercial assays**		

*In Situ* cell death detection kit, TMR red	Sigma	Cat#12156792910

**Deposited data**		

Exome sequencing	This paper	ENA: PRJEB45932 (http://www.ebi.ac.uk/ena/data/view/PRJEB45932)
Bulk RNAseq data	This paper	GEO: GSE181738

**Experimental models: Organisms/strains**		

Mouse: Wls-flox (Wls><GM><B6-Wls(E1flox)<tm1Basler)	Valenta et al., 2016	NA
Mouse: Villin-CreERT2 (B6.SJL-Tg(Vil-cre/ESR1) 23Syr)	El Marjou et al., 2004	RRID:MGI: 3053826

**Software and algorithms**		

FastQC	Babraham Bioinformatics	http://www.bioinformatics.babraham.ac.uk/projects/fastqc
TopHat v2.1.1	Trapnell et al. (2009)	https://ccb.jhu.edu/software/tophat/index.shtml
Cufflinks (v2.2.1)	Trapnell et al., 2010	http://cole-trapnell-lab.github.io/cufflinks/
ggplot2 (v2.2.1)	Wickham, 2016	https://cloud.r-project.org/web/packages/ggplot2/index.html
Ggrepel	CRAN.R-project	https://CRAN.R-project.org/package=ggrepel
ImageJ (FIJI) v. 2.0.0	Schindelin et al., 2012	https://imagej.net/Fiji/
R Software 3.6.1	GNU project	https://www.r-project.org
R studio	RStudio	https://www.rstudio.com
GraphPad prism v7.0a	GraphPad Software Schneider	https://www.graphpad.com/scientific- software/prism/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Konrad Basler ().

#### Materials availability

This study did not generate new unique reagents.

### Experimental model and subject details

#### Mouse experiments

Mouse experiments were performed in accordance with Swiss guidelines and approved by the Veterinarian Office of Kanton Zürich, Switzerland. AOM/DSS tumors were induced as was previously described (Moor et al., 2015). Briefly, Azoxymethane (AOM) was injected intra-peritoneally (12.5 mg/kg), after 7 days animals were treated for five days dextran sulfate sodium (DSS, 2% in drinking water) followed by two weeks recovery time. DSS treatment with recovery period was repeated additionally two times (in total 3× DSS treatment, Figure 1C). Tumors were collected 120 days after AOM injection. To achieve the conditional deletion of Wls (Wls^cKO^) the *Wls* conditional allele (Valenta et al., 2016) was combined with *Villin-Cre*^*ERT2*^ driver. For Cre-mediated recombination tamoxifen (Sigma) was injected (80 mg/kg) intraperitoneally for 5 consecutive days starting the first injection 15 or 30 days before tumor collections. Preferentially females were used aged between 6 to 10 weeks at the beginning of the experiment. All animals were on C57Bl6 background.

#### Intestinal organoids

Intestinal duodenal and colonic organoids were generated and cultured as described (Degirmenci et al., 2018a, 2018b; Sato and Clevers, 2013; Valenta et al., 2016). Organoids were cultivated in medium supplemented as follows: duodenal organoids in ENR = EGF (Gibco/Thermofisher) 50 ng/mL, Noggin (Sigma) 100 ng/mL, R-spondin1(Sigma) 500 ng/mL; colonic organoids in ENRW = ENR + 30% Wnt3a conditioned medium, tumor organoids N= Noggin (Sigma), 100 ng/mL. Organoids from AOM/DSS tumors were generated from 3 months old AOM/DSS tumors as described by Xue and Shah (2013) and cultured for first week full medium for colon organoids (ENRW), followed by cultivation in medium lacking Wnt3a, R-spondin1 and EGF. The tumor organoids can grow in such a medium for minimally 4 weeks. Tumor organoids were generated from tumors of *Wls*^*flox/flox*^ and *Villin-Cre*^*ERT2*^*,Wls*^*flox/flox*^ animals. To achieve Cre-mediated recombination and thus Wls elimination control (*Wls*^*flox/flox*^) and Villin-Wls^cKO^ (*Villin-Cre*^*ERT2*^*,Wls*^*flox/flox*^) organoids were treated with (Z)-4-Hydroxitamoxifen (4-OHT, Sigma), 500 ng/mL 24 hour after passaging for 12 hours then let to grow till splitting, passaged and treated again with 4-OHT for 12 hours.

### Method details

#### Histology and immunohistochemistry and immunocytochemistry

Freshly isolated tumors were fixed in 4% paraformaldehyde, dehydrated and mounted in paraffin using standard protocols. Standard immunohistochemical protocols were performed with the following antibodies (diluted 1:100): mouse anti-E-cadherin (BD Transduction Laboratories), rabbit anti-Ki67 (Abcam), Wnt7b (recognizing both Wnt7a and Wnt7b) (Novus Biological), Cleaved Caspase 3 (Cell Signaling), LEF1 (Cell Signaling), MUCIN2 (Santa Cruz). TUNEL staining was performed using In Situ Cell Death Detection Kit,TMR red (Roche, distributed by Sigma).

Secondary antibodies (dilution1:400) were anti-rabbit, anti-mouse, anti-chicken, antibodies conjugated with Alexa (A488, A594 or A647) from ThermoFisher Scientific. Images were taken using a Leica LSM 710 or Leica SP8 confocal microscope and processed using ImageJ (FIJI) and AdobePhotoshopCS6 software. Unless it is otherwise stated, tumor from minimally 6 independent animals (2-3 tumor per each animal) were checked and representative pictures are shown.

### Quantification and statistical analysis

Signal quantification was done as follows: Fiji software (version 2.1.0/1.53c) was used to quantify the amount of fluorescent signal on the original Z-stack images. First, the individual channels manual threshold using Huang thresholding method was set up. Subsequently, volumes of signals were counted for each channel. Antibody staining signal was related to DAPI reference signal by dividing. One-way ANOVA was used for statistical analysis.

#### RNA isolation, RNAsequencing, DNA exome sequencing and analysis

RNA from tumors was isolated and processed as described (Moor et al., 2015; Valenta et al., 2016). RNA sequencing (RNAseq) including library preparation was done performed by by Genomics Platform, University of Geneva, Geneva, Switzerland. The quality of the reads was checked using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). For the analysis of the reads, Tuxedo protocol was used with default parameters (Trapnell et al., 2012). The reads were mapped against NCBI *Mus musculus* reference genome (GRCm38.p5) using TopHat v2.1.1 (Trapnell et al., 2009). The output files obtained from TopHat were given to Cufflinks (v2.2.1) as inputs to assemble transcripts and quantify their expressions (Trapnell et al., 2010). After merging the transcripts with Cuffmerge, Cuffdiff was used to detect differentially expressed genes between two conditions (Wild Type vs. Villin-Wls^cKO^). At the same time, Cuffdiff was used again without merging the transcripts to enable sample-based comparisons.

From the Cuffdiff results, FPKM (fragments per kilobase of transcript per million mapped reads) values for the selected genes of interest were filtered to create a heatmap using pheatmap (v1.0.8) of R (http://CRAN.R-project.org/package=pheatmap, https://www.R-project.org). For hierarchical clustering of these selected genes, pearson correlation was performed. Moreover, in order to show whether the selected genes are downregulated or upregulated, average FPKM value for Villin-Wls^cKO^ samples was compared to wild type average value. The result is shown as a bar next to the heatmap.

A volcano plot is generated with the help of ggplot2 (v2.2.1) (http://ggplot2.org) and ggrepel (https://CRAN.R-project.org/package=ggrepel) in which the selected genes are shown with labels. Log2 (Fold Change) and -log10(q-value) of the genes were plotted. The data points were labelled significant if their q-value is smaller than 0.05. The minimum q-value that TopHat can calculate is fixed. Hence, there is a cluster of genes in the upper side of volcano plot where the minimum q-value is reached for the most significantly differentially expressed genes.

RNA for cDNA of *Wnt* genes was isolated and reversely transcribed as described (Valenta et al., 2016). Primers used for PCR with GoTaq G2 DNA polymerase (Promega) were as in Farin et al. (Farin et al., 2012).

DNA from three different tumors and two tumor organoids was isolated using DNA Easy Blood&Tissue kit (Quiagen), exome sequencing including library preparation was performed by Genomics Platform, University of Geneva, Geneva, Switzerland.

The sequence reads of all 5 samples were aligned to the reference genome of *Mus musculus* (mm10) using BWAmem (v.0.7.15), after which the alignments were cleaned using the GATK (v3.7.0) and PICARD (v 2.9.0) software packages. For the alignment cleaning, first indels were realigned using RealignerTargetCreator and IndelRealigner, followed by fixing mate information using FixMateInformation and subsequently library and optical duplicates were removed using MarkDuplicates and all base scores were recalibrated using BaseRecalibrator and PrintReads. Next, single nucleotide variants and indels were called on the cleaned alignments of all 5 samples using SAMTOOLS's mpileup application (v.1.4). Variants having a QUAL and GQ smaller than 30 and 99, respectively, coverage <20×, mutation allele frequency of <10% and dbSNP record were removed from the variant list. Additionally, we removed all variants that did not appear in all 5 samples. The remaining variants with snpEff annotations can be found as a table (Data S1).

#### Analysis of human CRC datasets

To compare our results with the human colon cancer data, Colon Adenocarcinoma (Weinstein et al., 2013) dataset was selected from cBioPortal database (Cerami et al., 2012; Gao et al., 2013). Tumor samples that do not have a mutation in a given list of genes (APC, CTNNB1, RNF43, ZNRF3, TCF4, FZD1, FZD3, DKK3, LRP6) were compared with samples having at least one mutation in these genes. To do so, FPKM expression files for each sample were downloaded from The Cancer Genome Atlas (TCGA) (Weinstein et al., 2013; Grossman et al., 2016). In the dataset obtained from cBioPortal, 93% of the samples have at least one mutation in the genes mentioned above. In the remaining 7% of the samples, the expression of the significant genes from the Wilcoxon rank-sum test were examined. FPKM values higher than 0.1 were accepted as an indication of expression. The expression distribution of the Wnt genes are shown in the pie chart using Plotrix (v3.7-2) package from R.

## Data Availability

• RNA-seq data have been deposited at GEO. Exome sequencing data have been deposited at ENA (European Nucleotide Archive). Accession numbers for both RNA-seq and Exome sequencing datasets are listed in the Key resources table. Microscopy and other data reported in this paper will be shared by the lead contact upon request. • No unique code was created within this study. • Source data underling Figures S2 and S3 containing the list of common mutations within coding regions determined by exome sequencing in 3 different AOM-DSS tumors and 2 epithelial organoids derived from AOM-DSS tumors is provided in Data S1. Source data underling Figures 1C and 1D showing the list of genes downregulated (down) or upregulated (up) upon blocking epithelial Wnt secretion in AOM-DSS tumors (30 days after tamoxifen injection) are indicated in Data S2. 

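Data S2 was made by the authors with Cuffdiff on the same 10 tumors, so its overlap with the limma result is not independent evidence. It lists 486 loci as lower and 796 as higher in Villin-WlscKO tumors, and 82 of these have no gene name. The named loci carry 1261 gene names, of which 1249 were among the genes tested here. The direction was the same for 1246 of them, and 838 passed the limma threshold in that direction. The groups did not overlap for 715. Of the 809 names tested from the higher loci, 203 had their 2 highest values in Villin-WlscKO tumors 2 and 3, and 108 of these did not pass in limma. In the other direction, 984 of the genes past the limma threshold are absent from Data S2. The limits were unlike, since the largest q in Data S2 is 0.0049 and the limma threshold was an adjusted p under 0.05. The 984 are therefore not a count of disagreements between the methods. With each tumor left out in turn, the number of the authors' Data S2 genes in the fit past the threshold lay between 679 and 839.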

For analysis 5 villin-Wls^cKO^ tumors were compared to 5 control ones, summary results are shown. q-value 0.0005. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Epithelial Wnt secretion drives the progression of inflammation-induced colon carcinoma in murine model
**Source:** iScience. 2021 Oct 28;24(12):103369. doi: 10.1016/j.isci.2021.103369
**Supplement:** Document S1. Figure S1–S6

## **Supplemental information**

### **Epithelial Wnt secretion drives the progression of inflammation-induced colon carcinoma in murine model**

**Bahar Degirmenci, Cansu Dincer, Habibe Cansu Demirel, Linda Berkova, Andreas E. Moor, Abdullah Kahraman, George Hausmann, Michel Aguet, Nurcan Tuncbag, Tomas Valenta, and Konrad Basler**

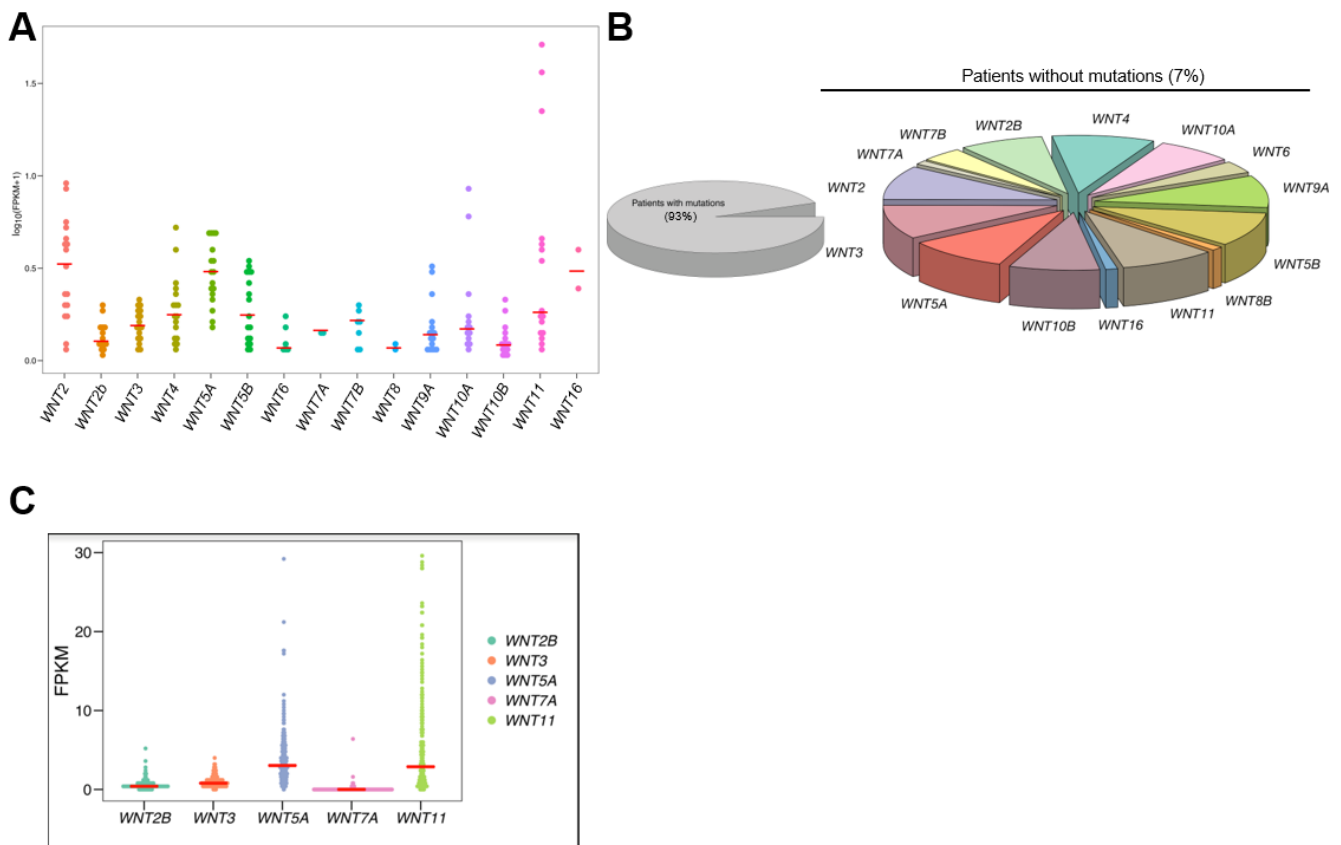

**Figure S1 (related to Figure 1)**

**The expression of Wnt ligands in human colon tumors lacking mutations in core Wnt signaling components.**

A) Human tumors devoid of mutations in core Wnt signaling components express various Wnt ligands. Graph shows the expression levels of indicated Wnts as  $\log_{10}(\text{FPKM}+1)$  (fragments per kilobase million+1). Each dot represents one patient case, TCGA(PanCancer Atlas) was used as a source of data. B) Wnt ligands are expressed differently by colon tumors lacking the mutation in core Wnt signaling (7% of all colon cancer cases; 93% harbors mutation in core Wnt signaling components). C) Human tumors harboring mutations in core Wnt signaling components express various Wnt ligands. Graph shows the expression levels of indicated Wnts as FPKM (fragments per kilobase million). Each dot represents one patient case, TCGA(PanCancer Atlas) was used as a source of data.

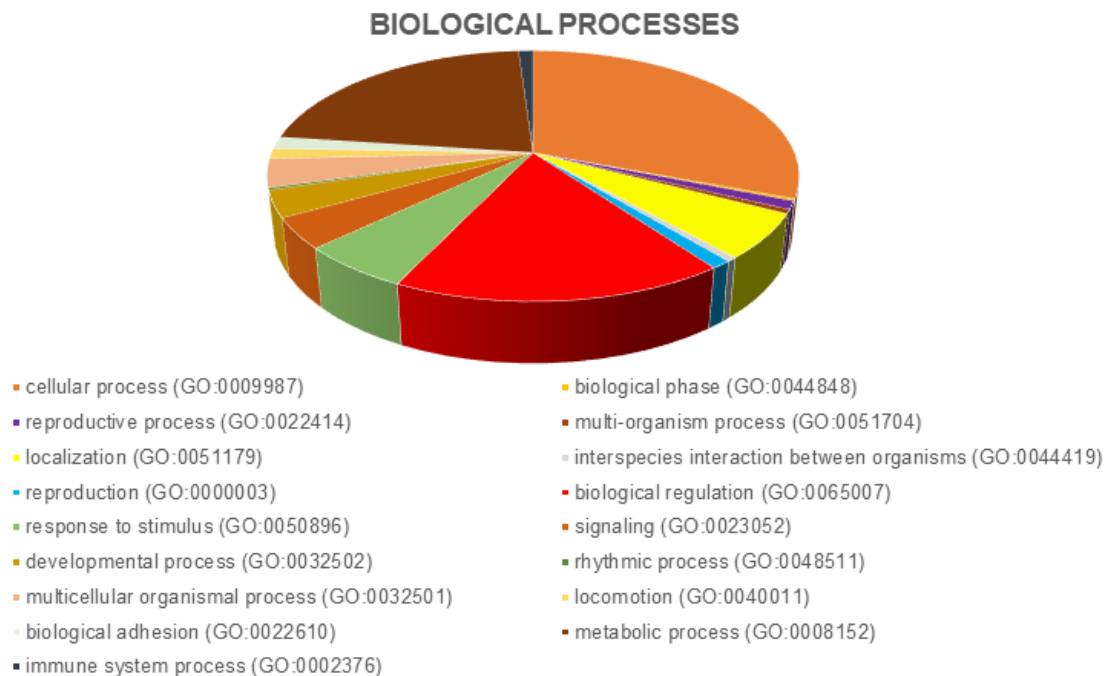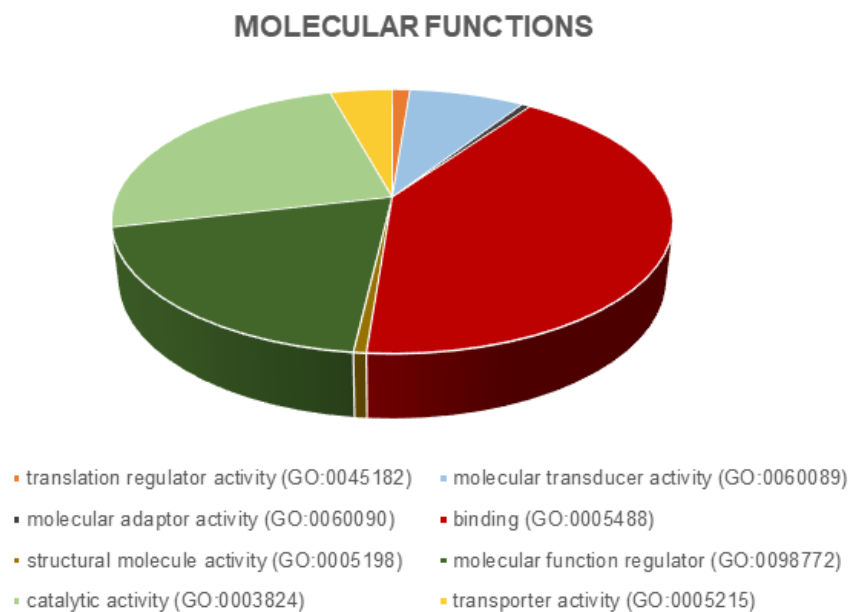

**Figure S2 (related to Figure 1)**

**Complex mutational landscape in AOM/DSS tumors.**

Non-synonymous mutations found in AOM/DSS tumors affect the coding regions of genes involved in various biological processes and having distinct molecular function. In total, 199 genes were found to harbor at least one non-synonymous mutation (in all three analyzed tumors and two tumor-derived organoids) in comparison to reference genome of C57Bl6 mouse strain. PANTHER gene ontology (GO) classification system was used to probe genes that showed mutations in coding regions determined by exome sequencing.

## SIGNALING PATHWAYS

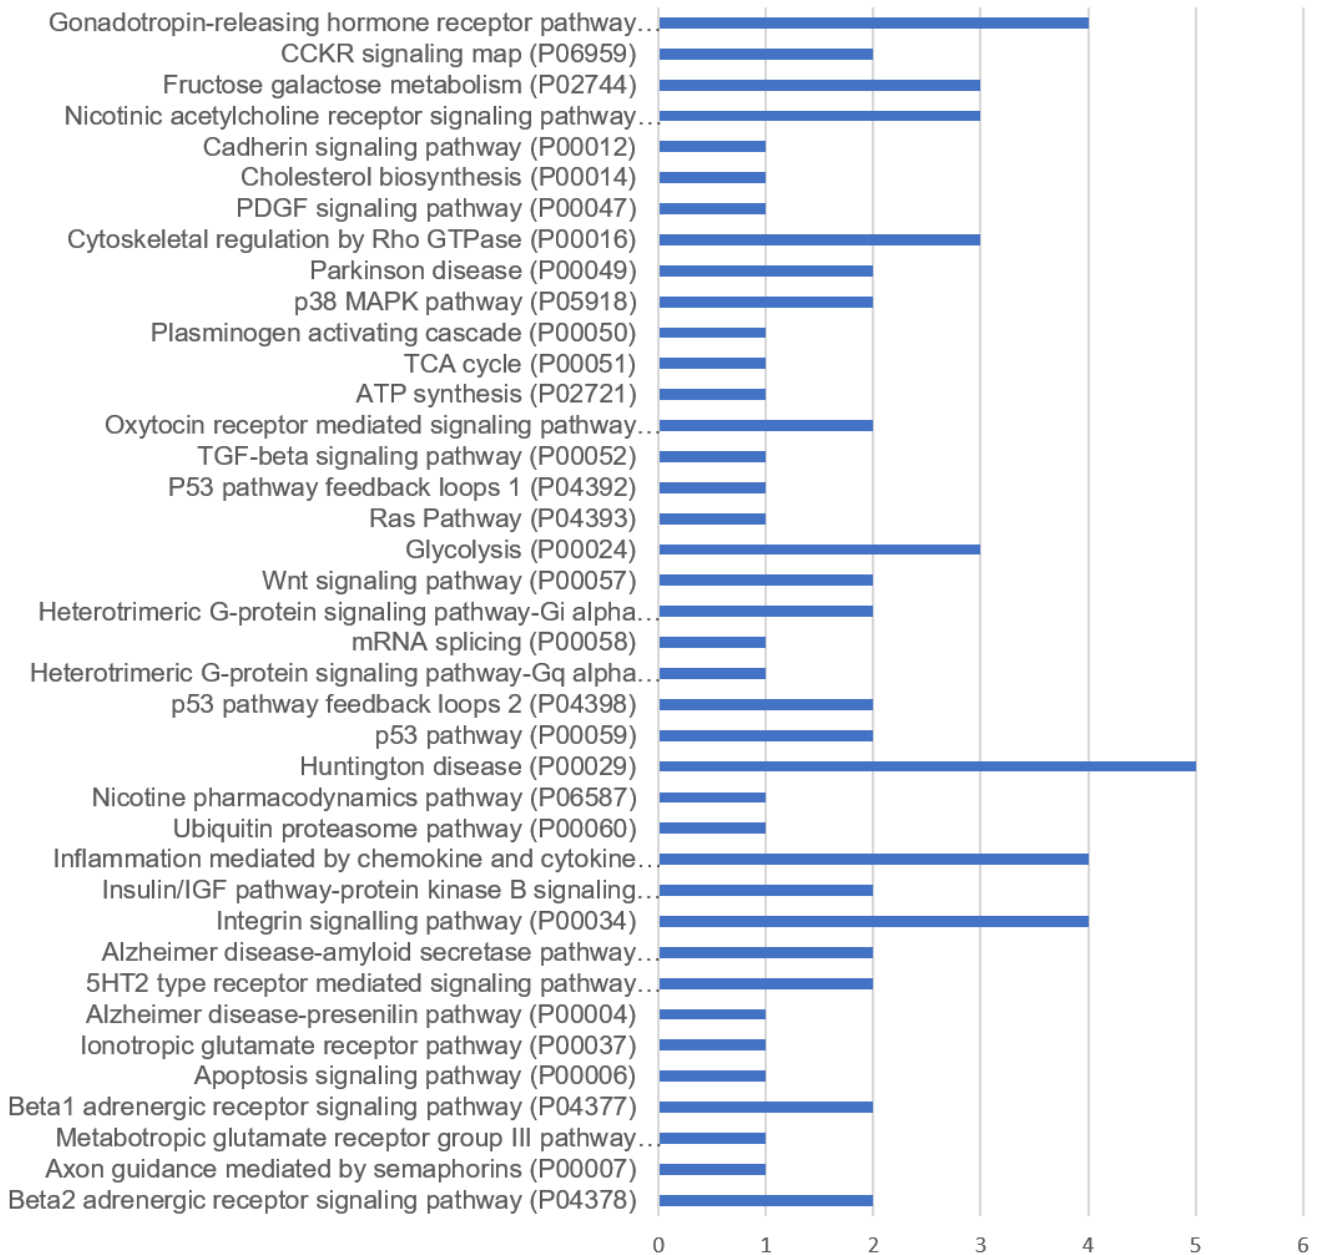

**Figure S3(related to Figure 1)**

### **Complex mutational landscape in AOM/DSS tumors – signaling pathways.**

Non-synonymous mutations found in AOM/DSS tumors affect the coding exons of genes playing role within various signaling pathways. As in previous figure, PANTHER gene ontology (GO) classification system was used to probe genes that showed mutations in coding regions determined by exome sequencing. From 199 mutated genes to 73 of them a role in signaling pathway can be attributed. In the case of Wnt pathway no mutation in core components was determined. Two genes indicated as connected to Wnt signaling were *Siah1* and *Senp2*, both non-essential components.

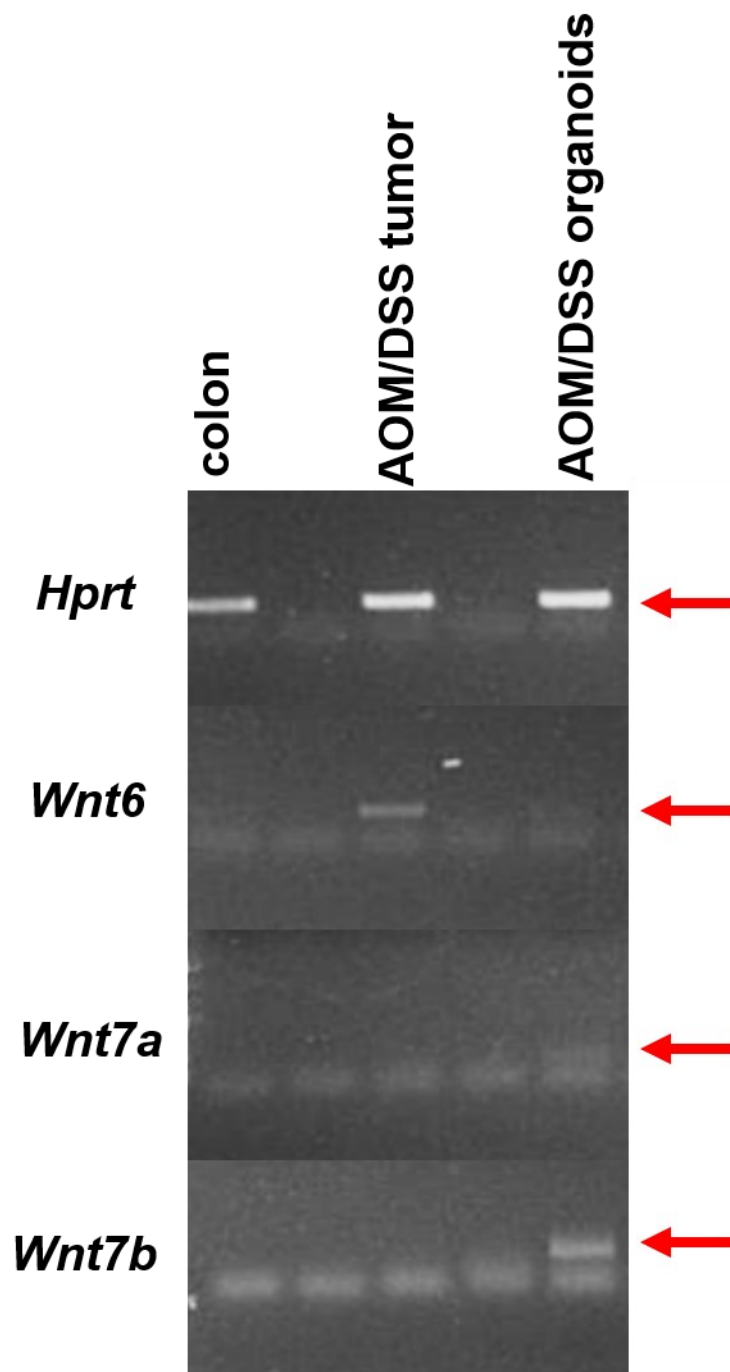

**Figure S4 (related to Figure 1)**

***Wnt7a, Wnt7b are produced by tumor epithelium.***

Expression of *Wnt* genes in the colon, AOM/DSS tumors and epithelial organoids derived from AOM/DSS tumor. Reverse-transcription PCR using cDNA from isolated as indicated. cDNA pools were normalized to *Hprt* expression levels; PCR cycle number was 30. Arrows indicated the size/expected position of particular PCR product.

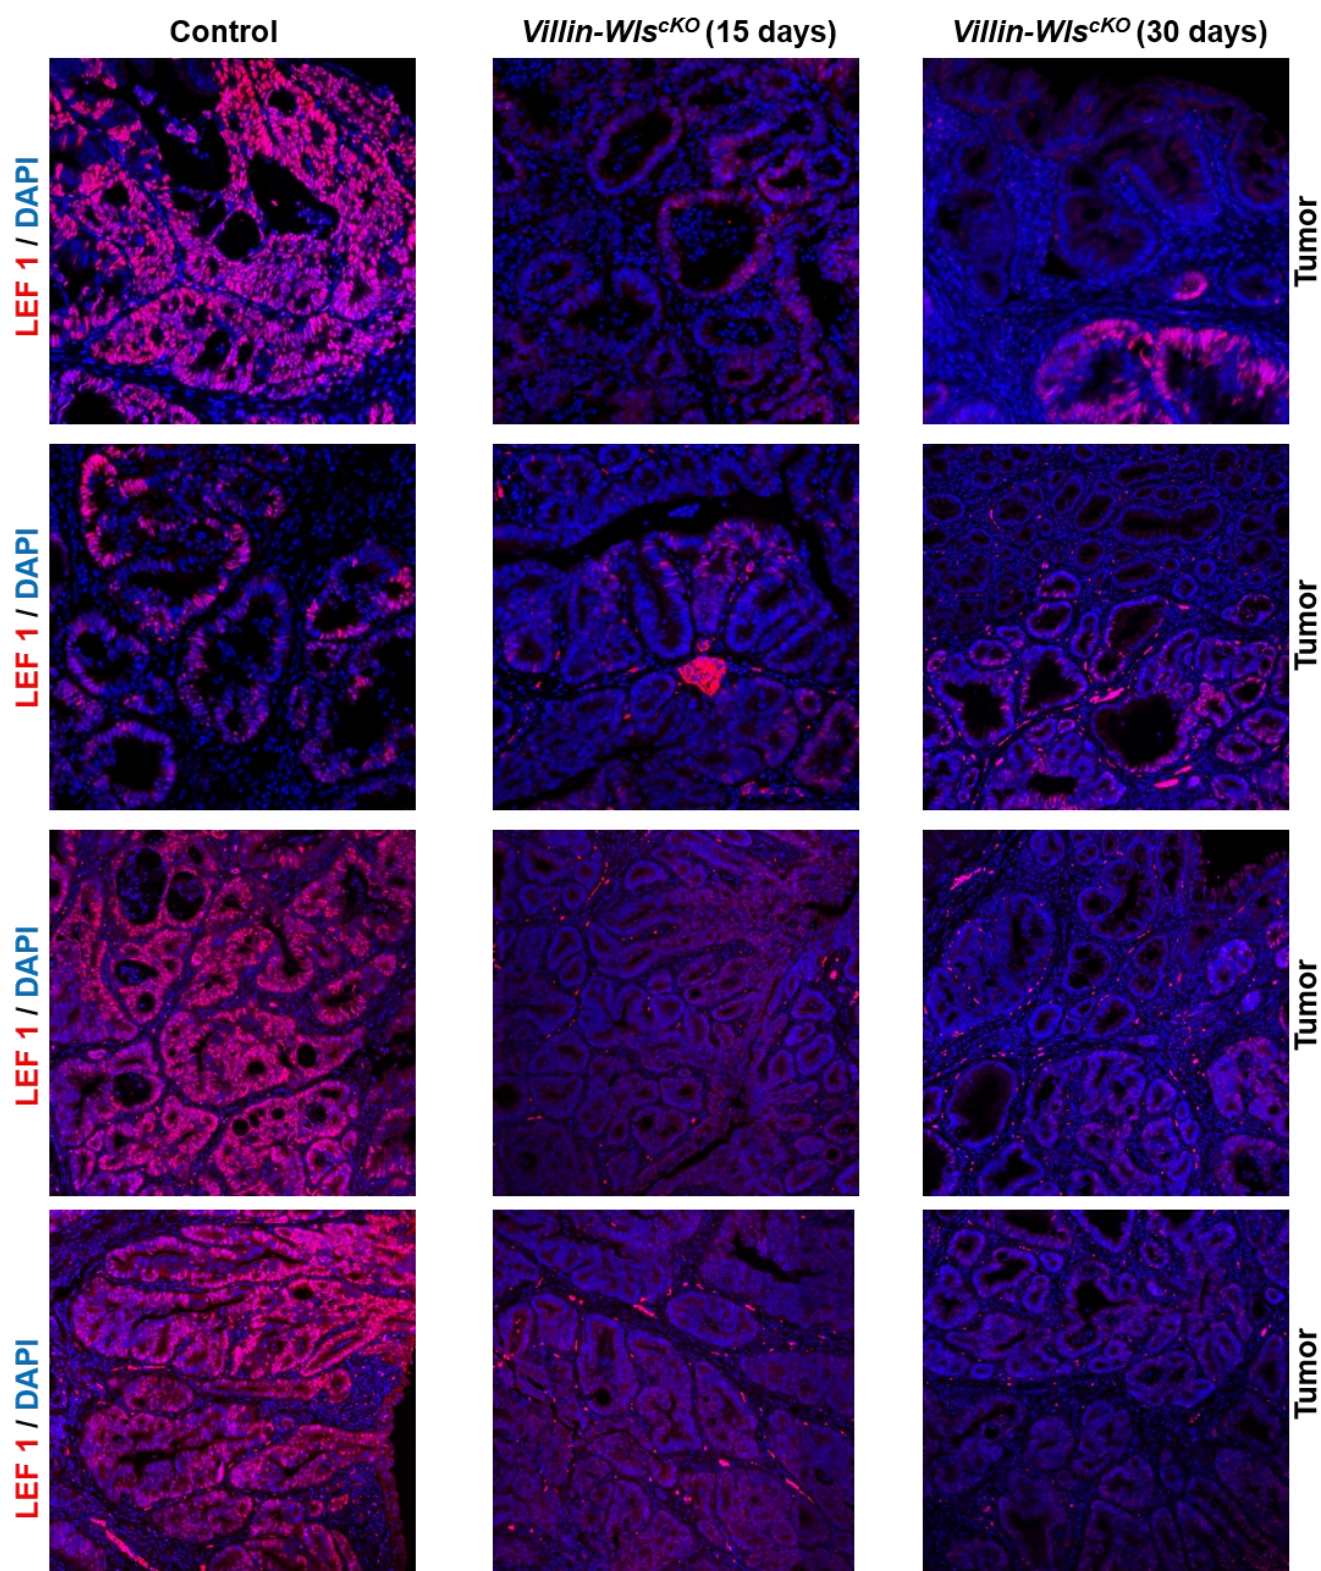

**Figure S5 (related to Figure 1)**

**Reduced expression of colon cancer marker LEF1 in multiple tumors after preventing Wnt-secretion from tumor epithelium.**

Immunohistochemistry: LEF1(red), DAPI (blue) indicates nuclei. Time after first Tamoxifen injection is indicated. Numbers indicate different individual tumors.

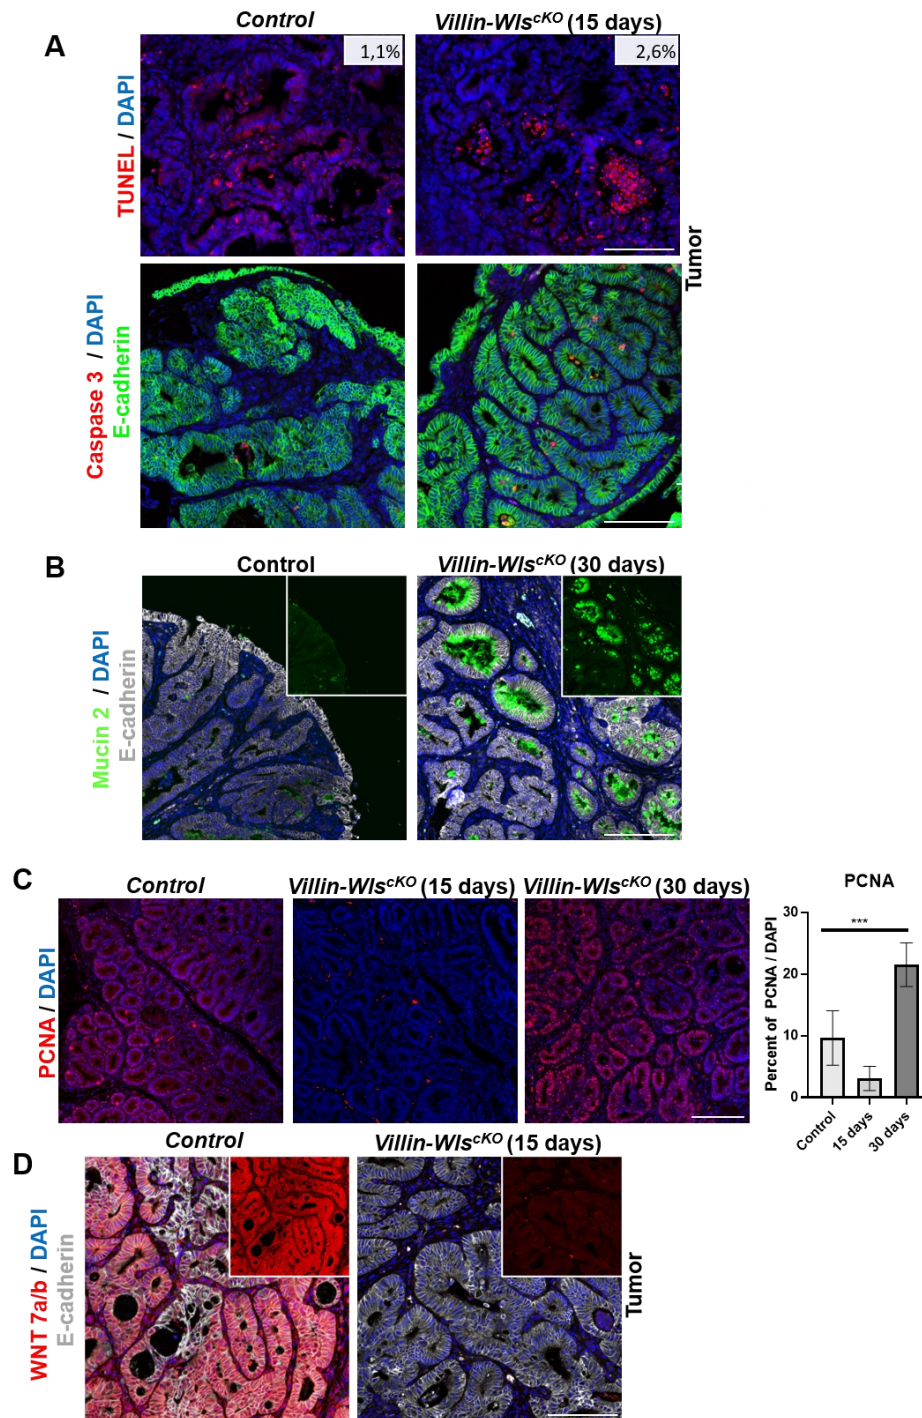

**Figure S6 (related to Figure 2)**

**Enhanced tumor differentiation is connected to reduced expression of WNT7a/b after preventing Wnt-secretion from tumor epithelium.**

A) Enhanced apoptosis in AOM-DSS tumors upon blocking epithelial Wnt-secretion 15 days after the tamoxifen administration. TUNEL (red, upper panel) or cleaved-Caspase3 (red, lower panel) indicate apoptotic cells, E-cadherin (green, lower panel) marks epithelial (including tumor) cells. The numbers in upper panels show % of positive cells (specific signal to DAPI ratio). B) Enhanced apoptosis is followed by promoted differentiation determined by appearance of Mucin2 (green) positive cells. Insets show single green channels (Mucin2). E-cadherin (gray) denotes epithelial cells. C) Increased proliferation marked by PCNA (red) 30 days after blocking Wnt-secretion. Quantifications of indicated immunostainings determined as % of positive cells (specific signal to DAPI ratio). One-way ANOVA, graph shows mean  $\pm$  SD, \*\*\* p-value  $\leq$  0.001. (n=4 tumors for each parallel respectively each time point in the case of Villin-Wls<sup>cKO</sup>). D) Blocking epithelial Wnt-secretion results in reduced expression of Wnt7a/b in AOM-DSS tumors 15 days after tamoxifen injection. Immunohistochemistry for WNT7a/b (red), E-cadherin (gray) marks epithelial cells. Insets show WNT7a/b staining (red).

For all panels: DAPI (blue) stains nuclei. Scale bar = 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

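Messenger RNA of 10 AOM/DSS colon tumors, 5 control and 5 Villin-WlscKO, had been sequenced from stranded libraries. The authors checked the reads with FastQC, mapped them to GRCm38.p5 with TopHat, assembled and quantified transcripts with Cufflinks and Cuffdiff at default parameters, and, as the methods state, ran Cuffdiff again without merging transcripts for values per tumor. The group means of these values nevertheless equal those of Data S2, from the merged run, for all genes compared but Rnf43. The deposited values are FPKM. How the 16875 gene names were chosen, which annotation release was used and whether strand was used in quantification are not stated. All 10 columns of the table were assigned to a tumor by their labels and 0 were left over. The values were not whole numbers and each tumor summed to more than 1000000, so they are neither counts nor values scaled to a fixed sum. Median FPKM per tumor lay between 11.3 and 12.2. A search for steps of whole reads among 1102 genes with low values in control tumors 1 and 2 found at most 6 genes with the same ratio, and the 95th percentile after random shifts was 6, so that no read number was recovered and no counting error could be given. Precision therefore rests on the spread between the 5 tumors of a group.

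Gene positions are those of GENCODE M21 on GRCm38, in which 16056 of the names were found. Of the 48 Data S2 loci with more than 1 gene name in the table, 47 had identical values for all of their names, which shows that a locus of several genes gave each of them the same FPKM. Counting identical entries once leaves 15468. The identical FPKM of Eef1a1 and Gm26377 was, for each name, between 11.1% and 20.5% of the FPKM sum of a tumor. The sum holds both names, so it contains this share for each of them. The share per name was between 16.5% and 20.5% in control tumors and between 11.1% and 14.9% in Villin-WlscKO tumors. Rescaling to the same sum therefore depends on this entry, which is one reason why the scaling between tumors was varied.

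The comparison used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, a mean FPKM of at least 0.5 over the tumors, an eBayes variance trend, no covariate and a Benjamini-Hochberg adjusted p under 0.05. Exact permutation tests, summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The method was tested on simulated data with the means and spreads of the 16757 genes and noise independent between genes. The 200 genes given a change had a mean log2(FPKM + 1) above 1 and changes of at least 1. Of these, 178 (89%) were recovered, 6 unchanged genes were called, and with no gene changed 0 were called. Recovery of smaller changes was not simulated, and 581 of the 1822 genes called in the tumors changed by at least 1. Pearson correlations of log2(FPKM + 1) between pairs of tumors lay between 0.919 and 0.976. The replicate numbers do not pair the tumors: correlations between the control and the Villin-WlscKO tumor of the same number, after removing each group's mean, were 0.064, -0.087, 0.063, 0.10 and 0.16, and no pairing was used.

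The model, the thresholds, 18 gene lists, the rule for naming genes and all alternatives but 4 were set before the data were examined. By that rule the text names the 24 genes that the paper names from these tumors, every Wnt gene of the table, members of reported lists, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold whose groups do not overlap. Krt5, Ifng, B2m, Ltf, Evx2, Mtx2 and the Hox genes were chosen after their values were seen. The lists cover Wnt target, goblet cell, colonocyte, enteroendocrine cell, tuft cell, proliferation, apoptosis, Hedgehog target, pan-epithelial, fibroblast, smooth muscle, endothelial, T cell, B and plasma cell, macrophage, neutrophil, erythrocyte and Wnt ligand genes. They were tested with limma's camera at a preset correlation of 0.01, and fry and a correlation estimated from the data were alternatives. A further 4 lists (interferon-gamma response, type I interferon response, stratified squamous epithelium and cornified skin) were written after the first interferon-induced and squamous genes had been seen among the changed genes, and their p were adjusted among themselves. Krt13 and Krt4 were then removed from the squamous list because their values were identical to those of other keratins, at a time when Krt13 had been seen to be high in every tumor.

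The alternatives chosen in advance were a pseudocount of 0.1, rescaling each tumor to an FPKM sum of 1000000, rescaling by median ratios, quantile normalization, no filter, a mean FPKM of at least 5, eBayes without trend, robust eBayes, tumor quality weights, a block for the replicate number, each tumor left out in turn, stricter thresholds for the count of genes, log2 ratios of mean and of median FPKM for single genes, and an FPKM of 1 as the limit of expression. Summing entries with the same gene name was also planned, but no name occurs more than once, so that it changes nothing and tests nothing. After the data had been seen, 4 alternatives were added: a squamous score (mean log2(FPKM + 1) over the squamous list) as a covariate, identical entries counted once, genes of the X and Y chromosomes left out, and the trend of each tumor on GC content and transcript length removed, for which 95.1% of tested genes had values. Results of immunostaining, organoids, exome sequencing and human tumors were not analysed here, and no sample at 15 days after tamoxifen was analysed.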

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

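The tests of sex and of the X and Y chromosomes, of squamous tissue and cornified skin, of T cells and of all Hox genes were chosen only after the result had been seen, and so were the interferon, squamous and cornified skin lists. The test of T cells replaced a first one, the ratio for B2m, after both values were known. The tests of single lists against other splits of the tumors were added after the test of the number of lists.

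Xist had a mean of 590.1 FPKM in Villin-WlscKO tumors and 0.188 FPKM in control tumors. Data S2 lists it as higher, and the paper's text does not discuss it. All 5 Y-chromosome genes of the table were lower in every Villin-WlscKO tumor than in every control tumor, which is consistent with female Villin-WlscKO and male control mice. Tumors that had been mislabelled or mixed would carry the Wls level of the other group, or both Xist and Eif2s3y, and 0 tumors did. The paper's methods state that females were preferred. Genes on the X and Y chromosomes do not make up the difference between the groups, since 1775 genes passed with them left out against 1822 with them. Of the 1822, 1705 are annotated to other chromosomes. Whether any of these follow sex and not genotype cannot be told apart, because each genotype was of 1 sex. For the number of changed genes, 1 of 100 splits of the 10 tumors (of 126 possible) gave as many, the real one itself, and no other split gave more than 1 gene. That excludes an arbitrary split and not a difference of sex or of tamoxifen.

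The interferon-gamma response list, in genes that the paper's text does not discuss and of which Data S2 lists B2m, for example, as higher, had a median log2 change of 2.86. All 28 genes were higher past the threshold, both over all genes and adjusted over the list alone, and for all 28 the groups did not overlap. The list passed with fry and with an estimated correlation (adjusted p = 0.00564), and its camera p in the real split was matched by 1 of 100 splits, the real one. Because the list was written after some of its genes had been seen, that count is not an independent test. Among its most abundant genes, B2m rose from 309 ± 94.98 to 3427 ± 795 FPKM (SD, n = 5 in each group). Ifng itself was listed at 0 in 4 control tumors and at 0.0584 FPKM in the other, and lay between 0.185 and 1.35 FPKM in Villin-WlscKO tumors. The tables argue against several technical explanations. The median was 2.71 with the squamous score as a covariate, 2.79 with the trend on GC content and length removed (28 of 28 genes had values) and at least 2.74 under the 3 other scalings. Over the 20 genes whose values no other name shares, it was 3.01. RNA from more T cells would raise T cell genes by as much. Their median change was 0.88, and their upper quartile of 0.96 lay below the lower quartile of the interferon-gamma list, 2.45. However, the pseudocount of 1 shrinks changes of genes near or below 1 FPKM. Cd3e changed by 0.61, but by 1.59 as the log2 ratio of mean FPKM, against 3.48 and 3.47 for B2m. Cd4 and Lck, at 3.07 and 6.83 FPKM in control tumors, changed by -0.049 and 0.076. The quartiles therefore do not exclude more T cells. The rise of B2m was 156 times the summed rise of the T cell genes, a ratio with no reference level in T cells to set it against. Control tumors expressed 5 of the 9 T cell genes and 24 of the 28 interferon-gamma genes at a mean FPKM of at least 1. A difference of sex cannot be told apart from genotype for this list, since its change of 2.86 is between groups that also differ in sex. Tamoxifen, which by the legend of Figure 1 the control mice did not receive, also differs between the groups, and its effect was not tested. Infection and housing are not given per tumor and were not tested. A response to interferon-gamma in Villin-WlscKO tumors stays a hypothesis.

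The type I interferon response list had a median log2 change of 1.17, with 13 of 14 genes higher, 6 of them past the threshold over all genes and 11 adjusted over the list alone. It passed with camera (adjusted p = 1.76e-06) and fry and not with an estimated correlation (adjusted p = 0.257). It was not tested separately from the interferon-gamma list, and no biological explanation was tested.

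Krt5 had a mean of 227.8 FPKM in Villin-WlscKO tumors, carried by tumors 2 and 3, against 0.122 FPKM in control tumors. Of 17 stratified squamous epithelium genes tested, 14 had their highest values in tumors 2 and 3, where chance gives 2.22% for a given pair. That list was written for the pattern, so the count cannot decide between squamous epithelium in the dissected piece and a squamous change of tumor cells. Cornified skin would bring its own abundant genes, but the highest of them reached 1.95% of the Krt5 level in tumors 2 and 3, which argues against skin. Of the 17, 9 also had a mean FPKM of at least 1 in control tumors. The same pair carries the means of Wnt4 and Olfm4. With the squamous score as a covariate the change of Wnt4 was -0.44 and that of Olfm4 0.38. Squamous tissue is a candidate source of both transcripts, but the score separates the same pair of tumors, so it cannot be told apart from another property of them. The lactoferrin gene Ltf, chosen after its values were seen, was also highest there, with 2278 and 2226 FPKM against at most 24.9 FPKM in the other tumors. Without Villin-WlscKO tumor 3, the median change of the squamous list was 0.51, without tumor 2 it was 0.55 and without tumor 5 it was 1.59, against 0.91 with all tumors.

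Hoxd13 lay far below the others in Villin-WlscKO tumor 4, at 0.286 FPKM against 70.9 to 115 FPKM in the other 9 tumors, with a gap of 0.969 of the group's range. It was chosen after its values were seen, and its change of -1.38 became -0.17 without tumor 4. A tumor from a more proximal part of the colon would have low posterior Hox genes. The test written first, when values of these genes had already been looked at, took Hoxa13, Hoxb13 and Hoxd10 to Hoxd12, and 3 of these 5 genes were lower in tumor 4 than in all 9 others, namely the 3 of the Hoxd cluster. After this was seen, the test was narrowed to the genes outside the cluster, Hoxa13 and Hoxb13, and 0 of these 2 were lowest. A position further proximal is therefore neither shown nor excluded by 1 tumor and 5 genes. A change at the Hoxd cluster itself is a candidate explanation: of 7 other Hoxd genes, 5 were lower in tumor 4 than in all 9 others, as was Evx2, and Hoxd3 and Hoxd4 were not. Mtx2, next to the cluster, was at 59.6 FPKM in tumor 4 and between 56.8 and 74.4 FPKM in the others. Since 3 of these genes had already been seen, the count cannot decide. DNA of this tumor was not analysed here.

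Single tumors also stood apart in 7 other groups. In Villin-WlscKO tumor 4 the gap to the next value was 0.762 of the group's range for Wnt7a (higher), 0.895 for Wnt10a (lower) and 0.754 for Apcdd1 (lower). The gap was 0.786 for Cdh1 in Villin-WlscKO tumor 1 (higher), 0.724 for Cadps in Villin-WlscKO tumor 2 (higher), 0.810 for Rnf43 in control tumor 1 (higher) and 0.748 for Eif2s3y in control tumor 3 (lower). The limit for 5 samples is 0.71. Of 80 groups examined, 8 passed it, where chance gives about 4. Tumor 4 accounts for 4 of the 8, Hoxd13 included. Without Villin-WlscKO tumor 4 the changes were -1.93 for Wnt7a, -1.67 for Wnt10a and -1.60 for Apcdd1, all past the threshold. Without control tumor 1, Rnf43 changed by -0.56, and without Villin-WlscKO tumor 1, Cdh1 changed by -0.034. No biological explanation was tested for these values.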

How the results depend on the processing

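Of the alternatives, those with the squamous score, identical entries counted once, X and Y genes left out, and the GC and length trend removed were chosen after the data had been seen. The number of genes changed in Villin-WlscKO against control tumors, 1822, stayed within 1.5 times under every change of pseudocount, scaling, filter, variance model and weights and in the fits without each tumor, between 1229 and 2063, and the cause of the spread was not tested. Between 1191 and 1822 of the genes were shared with the 1822. The number of genes lower in Villin-WlscKO tumors was 412 with each tumor rescaled to a sum of 1000000, against 796. That sum contains Eef1a1 and Gm26377, whose share was larger in every control tumor than in every Villin-WlscKO tumor. Whether this accounts for the lower number was not tested. Across the 10 fits that each left out one tumor, the number of genes lower lay from 507 (without control tumor 2) to 808 (without control tumor 3). Of genes higher in Villin-WlscKO tumors and genes lower, requiring a change of at least 1 left 581 genes, 395 higher and 186 lower, and an adjusted p under 0.005 left 485, 310 higher and 175 lower, as stricter limits must leave fewer. A block for the replicate number gave 1627 genes, 991 higher and 636 lower, of which 1389 were shared. No scaling moved the median change of all genes by more than 0.090.

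Of the 24 genes the paper names, 13 passed, and between 12 and 14 did in every alternative. Wls, Wnt6, Wnt7a, Wnt10a, Axin2, Notum, Apcdd1, Dkk3, Ihh, Muc2, Muc4 and Znrf3 kept direction and threshold in all alternatives chosen in advance that gave an adjusted p (19 for Wnt7a, 20 for the others). The log2 ratio of the median FPKM of Wls was -4.37. Ctnnb1 passed with an adjusted p of 0.0249 and lost the threshold in 6 of 20 alternatives, among them without control tumor 2, 4 or 5 or Villin-WlscKO tumor 3 (range 0.00387 to 0.219). Rnf43, Shh and Wnt3 gained it in 1 or 2 alternatives. Signs changed for 4 genes that did not pass in any alternative. Wnt4 was -0.44 with the squamous score, -1.34 as the log2 ratio of medians, and from -0.030 (without Villin-WlscKO tumor 3) to 0.76 across the fits without a tumor. Pcna was 0.055 after rescaling to 1000000 and from -0.12 to 0.0084 without a tumor. The Cdh1 change was -0.011 as the log2 ratio of medians and from -0.034 to 0.19 without a tumor. Wnt5a was 0.069 after rescaling to 1000000, 0.16 with tumor quality weights and from -0.25 to 0.25 without a tumor. Wnt4 was above the control tumors in Villin-WlscKO tumors 2 and 3 alone; for the others the cause was not tested. Counted over all single genes and alternatives, those above included, 8 results became stronger, 7 weaker and 6 moved, and 3 mean levels of Wnt genes moved after rescaling.

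The number of changed gene lists depended on the assumed correlation. It was 6 of 18 with camera's preset correlation, between 5 and 9 under other scalings, filters, weights and fits without a tumor (9 without control tumor 1), 8 with fry and 0 with a correlation estimated from the data, where 1 list, the Wnt target genes, had an unadjusted p under 0.05. Wnt target, goblet cell, colonocyte and B and plasma cell genes passed in the 21 other alternatives chosen in advance, T cell genes in 20 of 22 and Hedgehog target genes in 13 of 22. Of lists that did not pass, Wnt ligand genes passed in 9 alternatives, pan-epithelial genes in 6 and apoptosis genes in 3. The interferon-gamma list passed in all 22.

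Median changes near 0 changed sign for 6 lists that passed in none of the alternatives chosen in advance. The enteroendocrine list was at -0.014 with a mean FPKM of at least 5, and the tuft cell list at -0.069 with the squamous score. The proliferation list was at -0.0075 with quantile normalization, -0.0012 with the GC and length trend removed, and -0.027 to 0.11 without a tumor. The fibroblast list was at -0.0058 with quantile normalization, -0.055 with the stricter filter, -0.32 with the squamous score and -0.20 to 0.24 without a tumor. The endothelial list was at 0.084 after rescaling to 1000000, 0.17 with tumor quality weights, 0.014 with identical entries counted once and -0.21 to 0.24 without a tumor. The macrophage list was at 0.075 after rescaling and -0.13 to 0.13 without a tumor. The cause was not tested. Counted over all lists and alternatives, those above included, 21 results became stronger and 24 weaker.

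All 11 Wnt genes of the table exceeded an FPKM of 0.1 in every control tumor, and 6 exceeded an FPKM of 1, a limit that by its construction admits fewer. The table held no gene with a maximum below 0.692 FPKM, so the limit of 0.1 was a weak test. For the authors' Data S2 genes in the fit, between 679 and 839 passed without each tumor in turn, against 838. The depth is unknown, so values near 0, such as those of Olfm4 and Wnt4, have no counting error.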

Differences from the paper's values

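The fold changes of Data S2 are log2 ratios of mean FPKM, and the group means and ratios computed here equal them on that scale for all genes compared except Rnf43. On the scale of mean log2(FPKM + 1), 4 genes differed by more than the spread. Olfm4 changed by 1.57 against the paper's 5.54; no alternative set before the data were examined came within the spread except the log2 ratio of mean FPKM, which gave 5.54. Wnt4 changed by 0.46 against the paper's 1.81, which the log2 ratio of mean FPKM also gave; the fits without Villin-WlscKO tumor 1 (0.76) or tumor 4 (0.75) came within the spread, and the others did not. Wnt7a changed by -1.71 against the paper's -2.99. The log2 ratio of mean FPKM gave -2.99 and a pseudocount of 0.1 gave -3.16, and the others did not come within the spread. Shh changed by -1.88 against the paper's -3.20. The log2 ratio of mean FPKM gave -3.20, and a pseudocount of 0.1 (-2.42), tumor quality weights (-2.25) and the fits without control tumor 1 (-2.16) or control tumor 3 (-2.29) came within the spread.

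For Rnf43, the mean FPKM was 16.98 in control tumors and 10.3 in Villin-WlscKO tumors, against the paper's 93.7 and 63.2 in Data S2. Rescaling each tumor to a sum of 1000000 gave 12.2 and 8.01 and did not close the gap. The log2 changes, -0.71 here and the paper's -0.57, differed by less than the spread. The paper's text gives a q-value of 0.0005 for Data S2, whereas the largest q in the table is 0.0049; no alternative bears on that value.

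The paper states that Olfm4 was enhanced. Here its adjusted p was 0.248, and between 0.168 and 0.442 over the alternatives set before the data were examined, none of which called it. The paper's Data S2 lists Wnt4 as higher in Villin-WlscKO tumors. Here its adjusted p was 0.698, no alternative called it, and its value was below every control tumor in 3 of 5 Villin-WlscKO tumors. The paper states that Shh declined. Here its adjusted p was 0.0842, and it was called with tumor quality weights and without control tumor 3, as well as by the exact permutation test at 0.0248 after adjustment over 39 genes. The paper states that Wnt7a/b were reduced or lost. Besides RNA, it cites an immunostaining at 15 days after tamoxifen, with an antibody that recognizes both proteins. Here only RNA of whole tumor pieces at 30 days was measured, which does not bear on that staining. For Wnt7b RNA the change was -0.50 with a limma adjusted p of 0.434, and no alternative called it. Rnf43, which Data S2 lists as lower, had an adjusted p of 0.0857 and was called with the replicate block and without Villin-WlscKO tumor 1.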

Other observations

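The test of the number of changed lists against other splits of the tumors was set before the result was seen, and the tests of single lists were added after it. No other explanation was tested for the values below.

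As many as 6 of 18 lists passed in 47 of 100 splits of the tumors, the real one included, and the other splits gave a median of 5 and up to 11. The number of lists is therefore not evidence for a difference between the genotypes. List by list, a camera p as small as the real one was given by 1 of 100 splits for Wnt target genes, the real one itself. Because that list holds genes that the paper reports as reduced in these tumors, this count is not an independent test. For goblet cell genes a p as small as the real one was given by 10 splits, for colonocyte genes by 8 and for T cell genes by 7. For B and plasma cell genes it was given by 13 and for Hedgehog target genes by 9. For these 5 lists the camera p alone therefore does not exclude an arbitrary split of the tumors. Over all genes, however, 7 of 14 goblet cell, 6 of 16 colonocyte and 5 of 9 T cell genes passed the threshold. No other split gave more than 1 gene in all, which argues against an arbitrary split for these lists, though not against sex or tamoxifen. Of B and plasma cell genes 1 passed, as did 1 Hedgehog target gene, so an arbitrary split is not excluded there. Single genes of the lists, such as Muc2 and Ihh, have their own tests.

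For the lists not given at a claim, the median log2 change and limma camera's adjusted p were as follows. T cell genes were at 0.88 (adjusted p = 0.000545), with 5 of 9 genes higher past the threshold over all genes and 7 adjusted over the list alone; 6 of the 9 were highest in Villin-WlscKO tumors 2 and 3. B and plasma cell genes were at 0.82 (adjusted p = 0.00262), with 1 of 9 higher past the threshold over all genes and 7 adjusted over the list alone. Wnt ligand genes were at -0.43 (adjusted p = 0.0561), apoptosis genes at 0.096 (adjusted p = 0.0631) and pan-epithelial genes at 0.22 (adjusted p = 0.0606). Neutrophil genes were at 0.73 (adjusted p = 0.153), erythrocyte genes at -0.44 (adjusted p = 0.235), smooth muscle genes at 0.31 (adjusted p = 0.251) and proliferation genes at 0.042 (adjusted p = 0.601). The medians were 0.32 for enteroendocrine cell genes, 0.14 for tuft cell genes, 0.020 for fibroblast genes, -0.0070 for endothelial genes and -0.020 for macrophage genes, each at an adjusted p of 0.878. Among the lists written after the data had been seen, stratified squamous epithelium genes were at 0.91 (adjusted p = 0.0153) and failed with fry, and cornified skin genes were at 0.73 (adjusted p = 0.57) with 4 of 10 genes tested. Leaving out 1 tumor moved the median of several of these lists by more than 1.5 times. Without control tumor 1, the erythrocyte list was at -0.12, the smooth muscle list at 0.18 and the apoptosis list at 0.16. Without control tumor 2, the apoptosis list was at 0.064. Without Villin-WlscKO tumor 1, the erythrocyte list was at -0.28 and the apoptosis list at 0.15. Without Villin-WlscKO tumor 3, the smooth muscle list was at 0.17, the tuft cell list at 0.029 and the cornified skin list at 0.31. The stratified squamous epithelium list fell to 0.51 without that tumor and rose to 1.59 without Villin-WlscKO tumor 5. The enteroendocrine cell list moved that far in 8 of the 10 fits, from 0.037 without control tumor 1 to 0.66 without Villin-WlscKO tumor 2. The proliferation list lay from -0.027 without control tumor 2 to 0.11 without Villin-WlscKO tumor 3, and the fibroblast list from -0.20 without Villin-WlscKO tumor 2 to 0.24 without Villin-WlscKO tumor 5. The endothelial list lay from -0.21 without control tumor 5 to 0.24 without control tumor 3, and the macrophage list from -0.13 without Villin-WlscKO tumor 3 to 0.13 without control tumor 4.

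For genes that the paper examined by immunostaining, RNA was measured only at 30 days after tamoxifen and in whole tumor pieces. Lef1 was at 6.10 ± 1.76 FPKM in control and 4.23 ± 2.29 FPKM in Villin-WlscKO tumors (SD, n = 5 in each group), a log2 change of -0.51 (limma adjusted p = 0.309), with 3 of 5 Villin-WlscKO tumors below and 1 above every control tumor. The Lef1 change was -0.31 without Villin-WlscKO tumor 3, and its adjusted p lay between 0.0994 and 0.538 in the fits that each left out one tumor. Mki67 changed by 0.22 (limma adjusted p = 0.248), Pcna by -0.047 (limma adjusted p = 0.834) and Cdh1 by 0.13 (limma adjusted p = 0.701). The Pcna change lay from -0.12 without control tumor 2 to 0.0084 without Villin-WlscKO tumor 3, and the Cdh1 change from -0.034 without Villin-WlscKO tumor 1 to 0.19 without Villin-WlscKO tumor 2.

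Ctnnb1 was at 724 ± 19.9 FPKM in control and 584 ± 54.1 FPKM in Villin-WlscKO tumors (SD, n = 5 in each group), lower in every one, with a log2 change of -0.31. Znrf3 changed by -0.71 (limma adjusted p = 0.00296) and Apc by 0.085 (limma adjusted p = 0.676). The Apc change lay from 0.030 without Villin-WlscKO tumor 5 to 0.15 without control tumor 3. Gm13394 was between 120.1 and 155 FPKM in Villin-WlscKO tumors and at most 0.603 FPKM in control tumors. Cadps was between 12.3 and 25.3 FPKM in control tumors and at most 0.487 FPKM in Villin-WlscKO tumors.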
